# C5aR1 interacts with TLR2 in osteoblasts and stimulates the osteoclast‐inducing chemokine CXCL10

**DOI:** 10.1111/jcmm.13873

**Published:** 2018-09-24

**Authors:** Yvonne Mödinger, Anna Rapp, Julia Pazmandi, Anna Vikman, Karlheinz Holzmann, Melanie Haffner‐Luntzer, Markus Huber‐Lang, Anita Ignatius

**Keywords:** bone inflammation, C5a, C5aR1, complement system, osteoblast, TLR2, toll‐like receptor

## Abstract

The anaphylatoxin C5a is generated upon activation of the complement system, a crucial arm of innate immunity. C5a mediates proinflammatory actions via the C5a receptor C5aR1 and thereby promotes host defence, but also modulates tissue homeostasis. There is evidence that the C5a/C5aR1 axis is critically involved both in physiological bone turnover and in inflammatory conditions affecting bone, including osteoarthritis, periodontitis, and bone fractures. C5a induces the migration and secretion of proinflammatory cytokines of osteoblasts. However, the underlying mechanisms remain elusive. Therefore, in this study we aimed to determine C5a‐mediated downstream signalling in osteoblasts. Using a whole‐genome microarray approach, we demonstrate that C5a activates mitogen‐activated protein kinases (MAPKs) and regulates the expression of genes involved in pathways related to insulin, transforming growth factor‐β and the activator protein‐1 transcription factor. Interestingly, using coimmunoprecipitation, we found an interaction between C5aR1 and Toll‐like receptor 2 (TLR2) in osteoblasts. The C5aR1‐ and TLR2‐signalling pathways converge on the activation of p38 MAPK and the generation of C‐X‐C motif chemokine 10, which functions, among others, as an osteoclastogenic factor. In conclusion, C5a‐stimulated osteoblasts might modulate osteoclast activity and contribute to immunomodulation in inflammatory bone disorders.

## 1 INTRODUCTION

The anaphylatoxin C5a is a potent mediator of innate immunity and promotes inflammation via its receptor C5aR1 upon activation of the complement system by exogenous and endogenous pathogen‐ and danger‐associated molecular patterns (PAMPs and DAMPs). Since the complement system can rapidly react on inflammatory stimuli, it can promote adequate host defence. Additionally, the complement system influences the development, homeostatic turnover, and regeneration of several tissues.^1^, ^2^ An increasing body of osteoimmunological research has revealed that bone tissue is subject to complement activation and modulation.^3^, ^4^ Bone tissue is continuously rebuilt during bone remodelling, a dynamic balance between bone‐forming osteoblasts and bone‐resorbing osteoclasts, which is essential for maintaining bone mass. Interestingly, osteoblasts strongly upregulate C5aR1 expression during differentiation, indicating an important function in these cells.^5^, ^6^ Indeed, in osteoblasts C5a induces migration and expression of the inflammatory cytokines interleukin‐6 (IL‐6) and IL‐8, and receptor activator of nuclear factor kappa B ligand (RANKL), which is essential for osteoclast formation and activity.^5^, ^7^ Moreover, C5aR1‐knockout (‐ko) mice display reduced osteoclast numbers and significantly increased bone mass, suggesting that C5a/C5aR1 signalling might regulate physiological bone turnover.^8^ The C5a/C5aR1 axis in bone cells might be particularly relevant under pathological conditions, because mice lacking C5aR1 are protected against arthritis,^9^ and C5aR1 activity has been linked to substantial bone loss in a periodontitis model.^10^ Antagonizing C5aR1 significantly reduced periodontal inflammation and subsequent bone loss in this model.^11^ Moreover, we previously demonstrated that C5aR1 was strongly expressed in osteoblasts in response to bone injury,^7^ and that bone fracture healing in a rodent model of severe systemic inflammation significantly improved when treated with a small peptide C5aR1 antagonist.^12^ In this setting, osteoblasts were found to be target cells for C5a, because mice with an osteoblast‐specific C5aR1 overexpression displayed impaired fracture healing.^6^

However, the molecular mechanisms underlying the C5a/C5aR1 signalling axis in osteoblasts remain unclear, also in respect of potential cross‐talking signalling pathways, which can modulate or are modulated by C5aR1 actions. In immune cells, C5aR1 has been described to interact with other immune receptors, including receptors for immunoglobulin G (IgG) antibodies, the FcγRs,^13^ or with other biological systems, including the coagulation cascade.^14^, ^15^ Toll‐like receptors (TLRs) are further potential interaction candidates, because, similar to the complement system and its receptors, they are important for early recognition and adequate response to danger molecules.^16^ In this regard, pathways downstream of complement receptors and TLRs interact in various immune cells,^17^, ^18^ thereby modulating inflammatory responses.^19^ In this study, we aimed to determine the intracellular events following C5aR1 activation in osteoblasts. We analysed gene expression patterns and intracellular signalling pathways upon C5aR1 activation and found a strong modulation of genes involved for example in the mitogen‐activated protein kinase (MAPK) and insulin pathways. Furthermore, we demonstrated that C5aR1 and TLR2 interact in osteoblasts, resulting in upregulation of the immune cell chemoattractant C‐X‐C motif chemokine 10 (CXCL10), which can induce osteoclastic bone resorption.^20^, ^21^, ^22^ These results suggest that complement‐activated osteoblasts are able to modulate the inflammatory milieu during inflammatory bone diseases in concert with osteoclasts and immune cells.

## 2 MATERIALS AND METHODS

### 2.1 Mouse model

Male wild‐type (WT) control (C57BL/6) mice were purchased from Charles River (Sulzfeld, Germany) while C5aR1‐ko mice, originally generated by C. Gerard 23 and kindly provided by John D. Lambris (University of Pennsylvania, USA), were bred in‐house. Mice were housed according to the guidelines for the care and use of laboratory animals (ARRIVE) and had access to a standard mouse feed (ssniffR R/M‐H, V1535‐300, Ssniff, Soest, Germany) and water ad libitum. Experiments were performed with permission of the local authorities.

### 2.2 Osteoblast isolation, cultivation, and stimulation

Primary osteoblasts were isolated from long bones of 8–12‐week‐old mice and differentiated for 14 days, as described previously.^6^, ^24^ Briefly, harvested diaphyses were shred and digested for 2 h using 125 U/ml collagenase type II (Sigma‐Aldrich, Steinheim, Germany) in modified Minimal Essential Medium (α‐MEM, Biochrom, Berlin, Germany). For osteoblast outgrowth, bone chips were placed into α‐MEM supplemented with 10% heat‐inactivated foetal calf serum (FCS), 100 U/ml penicillin/streptomycin, 1% L‐glutamine and 0.5% Fungizone^TM^ (amphotericin B) (all from Gibco, Darmstadt, Germany) at 37°C under 5% CO_2_. Passage 2 osteoblasts and passage 7 MC3T3‐E1 cells (ATCC^®^ CRL‐2593) were used for the experiments. Osteogenic differentiation was induced by adding 0.2 mM ascorbate‐2‐phosphate and 10 mM β‐glycerophosphate (both Sigma‐Aldrich). Differentiated osteoblasts were stimulated using 100 ng/ml murine recombinant C5a (Hycultec GmbH, Beutelsbach, Germany), 100 ng/ml Pam3CSK4 (Pam3) (TLR2‐agonist, Invivogen, San Diego, USA), or both, for 10 min, 30 min, 1 h, 2 h, 4 h, 6 h, or 24 h. Pretreatment of osteoblasts with C5aR1 antagonist PMX‐53 (1.1 μg/ml, kindly supplied by John D. Lambris), p38 MAPK inhibitor SB 203580 (10 μM, Calbiochem, Merck KGaA, Darmstadt, Germany) or myeloid differentiation primary response 88 (MyD88) inhibitor ST 2825 (10 μM, Hycultec GmbH) was performed for 1 h before adding C5a and/or Pam3 for the indicated time periods.

### 2.3 Osteoclast formation and activity assay upon stimulation with osteoblast supernatant

Cell‐culture supernatants of osteoblasts, left unstimulated or stimulated for 4 h with C5a and/or Pam3, were applied on osteoclast cultures, to investigate the osteoclastogenic potential. RAW 264.7 (ATCC^®^ TIB‐71) cells were seeded at a density of 1500 cells/cm^2^ in 96‐well plates and differentiated into osteoclast‐like cells. Osteoblast supernatants were added to the osteoclast medium (DMEM (ATCC, Manassas, USA), supplemented with 10% heat‐inactivated FCS, 1% penicillin/streptomycin and 1% L‐glutamine (all from Gibco)) in a 1:1 ratio and with a final concentration of 10 ng/ml RANKL (462‐TEC, R&D Systems, Wiesbaden, Germany) and 5 ng/ml human recombinant M‐CSF (Merck). Additionally, PMX‐53 (1.1 μg/ml), MyD88 inhibitor ST 2825 (10 μM), and a CXCL10‐antibody (10 μg/ml, R&D Systems) were applied together with the osteoblast supernatant. In addition, control groups were included, where C5a (100 ng/ml), Pam3 (100 ng/ml) or recombinant mouse CXCL10 (100 ng/ml, PeproTech, Hamburg, Germany), with or without CXCL10‐antibody, were added to the osteoclast medium without osteoblast supernatant. Cells were kept at 37°C under 5% CO_2_. Osteoclastogenic differentiation was assessed after 5 days by counting multinucleated (>2 nuclei) tartrate‐resistant acid phosphatase (TRAP)‐positive cells using light microscopy. Additionally, mRNA samples were obtained.

### 2.4 Enzyme‐linked immunosorbent assay (ELISA)

Cell‐culture supernatants of osteoblasts stimulated for 4 h with C5a and/or Pam3, were analysed according to the manufacturer's instructions using a mouse ELISA‐kit for CXCL10 (CRG‐2) (#EMCXCL10, Thermo Fisher Scientific). Data were analysed using a standard curve provided with the kit. Values below assay detection limit were set to zero.

### 2.5 Reverse transcription‐PCR (RT‐PCR)

Total RNA isolation and RT‐PCR were performed as described previously.^6^ Gene expression was analysed relative to the housekeeping gene glyceraldehyde‐3‐phosphate dehydrogenase (*Gapdh*) using the ΔΔCt method. Primers were purchased from Invitrogen (Thermo Fisher Scientific, Waltham, USA) and sequences are available in Table S1. Capillary gel electrophoresis and quantification of PCR products were performed using QIAxcel DNA Screening Gel Cartridge on a QIAxcel Advanced System (Qiagen, Hilden, Germany).

### 2.6 Microarray‐based gene expression analysis

Differentiated osteoblasts were untreated or stimulated with 100 ng/ml C5a for 30 min or 4 h (n = 3 per group). RNA was isolated and the RNA integrity number (RIN) determined using an Agilent Bioanalyser (Agilent Technologies, Santa Clara, USA). Samples with a RIN of ≥ 9.1 were used. Microarray analyses were performed using 200 ng total RNA and 5.5 μg single‐stranded DNA (ssDNA) per hybridization in a GeneChip^®^ Fluidics Station 450 (Affymetrix, Santa Clara, USA). Following RNA amplification and labelling, ssDNA was hybridized to Mouse Gene 1.0 ST GeneChip^®^ Arrays and scanned using a GeneChip^®^ scanner 3000 (both Affymetrix). Images were analysed using Affymetrix^®^ Expression Console Software and BRB‐ArrayTools (http://linus.nci.nih.gov/BRB-ArrayTools.html). Raw feature data were normalized and log2 intensity expression summary values were calculated using the robust multiarray average. Differentially expressed probesets were determined by *t* test and considered statistically significant when *P* < 0.05 and fold change ≤ 1.5, as published previously.^25^ Functional protein‐association networks were identified using the STRING 10 program (26 http://string-db.org/). Differentially expressed genes were subjected to pairwise gene ontology (GO) term similarity measure with Lin's algorithm using GOSemSim in R.^27^ Similarity matrices served as inputs for hierarchical clustering using the R package hclust. Enrichment analysis of the resulting groups was performed using EnrichR (28 http://amp.pharm.mssm.edu/Enrichr/). The GoMINER tool^29^ was used to identify the most affected biological processes and pathway analysis was performed using Transcriptome Analysis Console (Affymetrix). Complete microarray data are available at Gene Expression Omnibus (GEO accession number: GSE107036).

### 2.7 Coimmunoprecipitation

Immunoprecipitation of C5aR1 and subsequent C5aR1 and TLR2 detection by immunoblotting was performed using MC3T3‐E1 cells, untreated or stimulated for 1 h with 100 ng/ml C5a or Pam3. Cells were washed with ice‐cold phosphate‐buffered saline (PBS), and 1 mM DSP (dithiobis(succinimidyl propionate), Thermo Fisher Scientific) protein crosslinker was added for 30 min at room temperature (RT). The reaction was terminated by adding 1 mM Tris for 15 min at RT and the cells were lysed using 1 ml Pierce^®^ IP‐lysis buffer (Thermo Fisher Scientific), supplemented with 1 μl protease and phosphatase inhibitors (PPi) (Halt^TM^, Thermo Fisher Scientific). Cell lysates were precleared by incubation with rabbit serum for 1 h on ice before adding 100 μl protein‐A sepharose (EZview^TM^ Red Protein A Affinity Gel, Sigma‐Aldrich) for 30 min at 4°C under rotation. After centrifugation for 30 min at 14000 × g at 4°C, cell lysates were collected and incubated with beads, precoupled to 7.5 μg rabbit C5aR1 antibody (#APO6508PU‐N, Acris, Herford, Germany) or rabbit IgG antibody (#011‐000‐003, Jackson ImmunoResearch, West Grove, USA). Incubation was performed overnight at 4°C under rotation. Beads were washed with PTO buffer (pH 7.2, 20 mM sodium dihydrogenphosphate, 0.5% Tween 20, 0.1% albumin from chicken egg white (A5503), Sigma‐Aldrich). Protein complexes were detached from beads with 30 μl sample buffer (175 mM Tris (Merck), 5% sodium dodecyl sulphate (SDS), 15% glycerin, and 1% dithiothreitol (all Sigma‐Aldrich)) and incubating for 30 min at 37°C and 5 min at 95°C.

### 2.8 Immunoblotting

Cells were lysed in Pierce^®^ RIPA buffer (Thermo Fisher Scientific), containing PPi. Sample buffer was added to the protein samples and 10 μg total protein was resolved on a 10% SDS polyacrylamide gel in 25 mM Tris buffer, containing 0.1% SDS and 192 mM glycine (BioFroxx, Einhausen, Germany). Proteins were transferred to a nitrocellulose membrane (Amersham^TM^ Protran^TM^ 0.2 m NC, GE Healthcare, Chicago, USA) in 25 mM Tris buffer, containing 192 mM glycine and 20% methanol for 1 h at 80 V. Tris‐buffered saline with 1% Tween 20 and 3% bovine serum albumin was used for blocking. Primary rat C5aR1 (CD88) (#MA1‐81761, 1:1000, Thermo Fisher Scientific), rabbit p38 (#8690S, 1:1000, Cell Signalling Technology, Danvers, USA), rabbit p‐p38 (#4511S, 1:1000, Cell Signalling Technology), rabbit TLR2 (#bs‐1019R, 1:1000, Bioss, Woburn, USA), and rabbit GAPDH antibodies (#14C10, 1:1000, Cell Signalling Technology) were incubated for 12 h at RT, followed by a secondary horseradish peroxidase (HRP)‐linked anti‐rat (#61‐9520, 1:20.000, Zymed Laboratories, Inc., Thermo Fisher Scientific) or anti‐rabbit antibody (#7074P2, 1:15.000, Cell Signalling Technology) for 2 h at RT. WesternBright^TM^ ECL chemiluminescent HRP substrate (Advansta, Menlo Park, USA) was applied to the membranes for 2 min at RT and the signal was captured by membrane exposure to X‐ray film (CL‐XPosure^TM^, Thermo Fisher Scientific). Western blot images were quantified by use of densitometry values derived by Adobe Photoshop CS6 and are presented relative to GAPDH.

### 2.9 Immunofluorescent staining

Osteoblasts were fixed in 4% phosphate‐buffered formalin and unspecific binding was prevented using goat serum for 1 h at RT. Cells were permeabilized with 0.1% Triton X‐100 before incubation with rabbit C5aR1 antibody (#ab59390, 1:100, Abcam, Cambridge, UK), rabbit TLR2 antibody (#bs‐1019R, 1:100, Bioss) or rabbit IgG antibody (#sc‐2027, 1:100, Santa Cruz Biotechnology, Dallas, USA) overnight at 4°C. Cells were washed with PBS and incubated with a goat anti‐rabbit biotinylated antibody (#B2770, 1:100, Life Technologies) for 1 h at RT, followed by streptavidin‐FITC (#405202, 1:100, BioLegend, San Diego, USA) for 1 h at RT. Counterstaining of nuclei was performed with Hoechst 33258 (Sigma‐Aldrich). Images were acquired using a DMI6000B microscope (Leica, Wetzlar, Germany) and the LASX software (v. 2.0.0.14332, Leica).

### 2.10 Statistical analysis

Results are presented as the mean ± standard deviation. For statistical analysis, the software GraphPad Prism 6 (GraphPad Software, Inc., La Jolla, USA) was used. Testing for normal distribution was performed using the Shapiro‐Wilk test. Student's *t* test was applied when two groups were compared while one‐way analysis of variance (ANOVA), followed by Fisher's LSD post hoc test, was applied to compare three or more groups. The level of significance was set at *P* ≤ 0.05.

## 3 Results

### 3.1 C5a regulates genes involved in the MAPK‐ and transforming growth factor (TGF)‐β pathways, insulin signalling, and the activator protein (AP)‐1 transcription factor in osteoblasts

Confirming previous findings,^5^, ^6^ increased *C5ar1* expression levels were detected in osteoblasts cultured in osteogenic differentiation medium compared to cells in normal proliferation medium (Figure 1A and B). Immunofluorescent staining demonstrated strong C5aR1 upregulation upon differentiation (Figure 1C). 

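Osteoblasts of 3 wild-type mice, numbered 2, 4 and 5 in the sample labels, were differentiated for 14 days. From each mouse, 1 culture was left unstimulated and 1 received 100 ng/ml C5a for 4 h, which gives 6 arrays and 3 pairs from the same animal. According to the labels, the cells of both groups spent these 4 h in normal proliferation medium, into which C5a was supplied. Each RNA was hybridised to its own array, on which a probeset, a group of short probes, reports a transcript. The authors normalized the arrays by the robust multiarray average (RMA) and deposited log2 values, whose medians lay between 5.89 and 5.93 on the 6 arrays. Of 35556 probesets, 21789 name 1 gene, 1621 name several and 12146 name none. The groups were compared with limma, and p-values were adjusted over all probesets by the method of Benjamini and Hochberg. Fold changes are given as C5a minus unstimulated on the log2 scale. A gene with several probesets is represented by the one with the highest mean value. The number of arrays limits the precision. Limma was also run on simulated data with the spread of these arrays and no difference between mice. At an adjusted p under 0.05 it found 14 of 50 probesets changed 1.5-fold and 31 of 50 changed 2-fold, among 35556 tested. It found 45 of 50 changed 4-fold and 50 of 50 changed 8-fold. The real arrays did differ between mice, so that these counts can overstate what limma finds here. Of 16 matched genes of Table S3, with fold changes from 3.24 to 5.41, 0 passed the adjusted threshold.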

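The receptor transcript C5ar1 differed more between mice than between treatments. Its probeset (10560242) had 7.90 ± 2.36 (SD, n = 3) in unstimulated cells and 7.90 ± 1.57 (SD, n = 3) with C5a, a log2 fold change of 0.01 (standard error 1.34, adjusted p = 0.999 from limma). Leaving out an array of mouse 5 turned it to -1.36 (the unstimulated array) or 0.91 (the C5a array). These 2 values carry the low level of mouse 5 and do not measure the effect of C5a. Within mice 2, 4 and 5 the change of C5ar1 was -0.26, -0.64 and 0.92. With the mouse as a block the standard error was 0.31. The mean of both cultures was 8.98 in mouse 2, 9.09 in mouse 4 and 5.63 in mouse 5. In mouse 5 the value stood at the 36.6th percentile of all probesets without and at the 53.0th with C5a, against the 84.5th to 89.7th on the arrays of mice 2 and 4. Transcripts of macrophages were low in the same mouse. Cd68 had 11.0, 11.4 and 6.64 in mice 2, 4 and 5, Lyz2 had 12.9, 13.1 and 9.01, and C3ar1, the receptor of C3a, had 10.0, 10.4 and 5.26. So were some transcripts of mature osteoblasts, such as Ibsp with 11.5, 12.7 and 7.29 and Alpl with 10.4, 11.3 and 9.46, whereas Col1a1 with 13.5, 13.8 and 13.4 and Sparc with 14.1, 14.2 and 14.0 were near one level in all mice. C5ar2, the other C5a receptor, had 6.81 ± 0.27 (SD, n = 3) in unstimulated cells and 6.69 ± 0.12 (SD, n = 3) with C5a.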

To investigate actions conveyed by the C5a/C5aR1 axis, we performed gene expression profiling of C5a‐stimulated osteoblasts. In total, 606 probesets were differentially regulated, which strongly clustered between the treatment groups, as visualized by heat‐map (Figure 2A), and regarding their presumed protein functions, exemplified by the protein‐association network (Figure 2B). 

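At the thresholds of the methods, an unadjusted p under 0.05 and a fold change of at least 1.5, 923 of 35556 probesets passed with limma, 523 higher and 400 lower in C5a-stimulated osteoblasts. Of these, 913 moved the same way in all 3 mice, which their selection for a difference between the groups favours. With the methods' t-test on the same values 665 passed, 374 higher and 291 lower, and each of them was among the 923. After adjustment over all probesets, 5 passed with limma, 1 higher and 4 lower, and 0 with the methods' t-test. At an unadjusted p under 0.05 without a fold threshold, limma found 1925 higher and 1973 lower. Leaving out 1 array left between 0 and 2 probesets past the adjusted threshold, with 0 when the unstimulated array of mouse 4 was left out, and leaving out both arrays of any mouse left 0. Clustered over all 35556 probesets, the arrays parted into those of mouse 5 and those of mice 2 and 4, and the unstimulated and the C5a array joined each other directly in mice 4 and 5. The first principal component held 39.0% of the variance and separated mouse 5, and the second held 26.9% and lay higher in the unstimulated array of each mouse than in its C5a array. Clustered over only the 923 probesets, which had been chosen for their difference, the arrays parted into the 3 unstimulated and the 3 C5a arrays.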

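Of the probesets, 23410 name at least 1 gene. At the thresholds of the methods 775 of them passed with limma, 414 higher and 361 lower with C5a, and 561 passed with the methods' t-test, 302 higher and 259 lower. The 5 probesets past the adjusted threshold each name 1 gene. Ugdh, which encodes UDP-glucose 6-dehydrogenase, the enzyme that makes UDP-glucuronic acid for glycosaminoglycan chains, was upregulated. Its probeset (10530201) rose from 10.29 ± 0.05 (SD, n = 3) to 11.56 ± 0.12 (SD, n = 3), a log2 fold change of 1.27 (standard error 0.08, adjusted p = 0.0354 from limma). It was higher in 3 of 3 mice, and with the mouse as a block its adjusted p was 0.0704. The downregulated ones were Fos, Zfp36, Btg2 and Egr2, all immediate early genes. Zfp36 (10561453) encodes a protein that destabilises AU-rich mRNAs, and its value fell by 3.19 on the log2 scale (standard error 0.18, adjusted p = 0.0333), from 11.85 ± 0.27 to 8.67 ± 0.23 (SD, n = 3 each). Btg2 (10357875), an antiproliferative gene, fell by 3.22 (standard error 0.20, adjusted p = 0.0354), from 11.81 ± 0.08 to 8.59 ± 0.39 (SD, n = 3 each). Both were lower in 3 of 3 mice. Without any 1 array the adjusted p ran from 0.0584 to 0.199 for Zfp36, from 0.0152 to 0.294 for Btg2 and from 0.0584 to 0.294 for Ugdh, and Btg2 alone of the 3 kept its call, only when the C5a array of mouse 4 was left out.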

After excluding probesets not assigned to an Entrez Gene ID, 472 probesets remained for further analysis, whereof 241 probesets were upregulated (Figure 2C) and 231 probesets were downregulated (Figure 2E). Hierarchical clustering and enrichment analysis revealed that upregulated genes are involved in insulin signalling and secretion, TGF‐β receptor signalling and the activation of MAPKs (Figure 2D). 

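Lists of genes for these processes were written before the data were examined and compared with all other genes by camera, with 1 probeset per gene. The paper reports these processes from the same arrays, so that calls of their lists are not independent of its result. Among 32 components of the TGF-β and activin pathway, none passed over all probesets. Adjusted over the list alone 4 were higher and 0 lower, or 11 and 1 with the mouse as a block. The median log2 fold change was 0.21 and 22 of 32 values were above 0. The list was higher than the other genes (camera, adjusted p = 0.00136, preset correlation of 0.01). It lost this call with an estimated correlation (adjusted p = 0.729). Tgfbr1, Smurf2, Inhba and Acvr1 had the smallest p in it, with log2 fold changes of 1.03, 0.87, 2.17 and 0.55 (adjusted p = 0.201, 0.149, 0.172 and 0.205 from limma), each higher in 3 of 3 mice. Of 31 genes of insulin signalling none passed, and 0 passed adjusted over the list alone, or 2 higher and 6 lower with the mouse as a block. Their median log2 fold change was -0.10 (camera, adjusted p = 0.326, and 0.967 with an estimated correlation), and 21 of 31 values were below 0. At the thresholds of the methods 1 of them was higher and 4 were lower. Without the C5a array of mouse 5 the list was lower at an adjusted p of 0.0442 by camera.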

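Of 15 AP-1 subunits and partners, 1 passed over all probesets, Fos, and it was lower with C5a. Adjusted over the list alone 6 were lower and 1 was higher. The list was lower than the other genes (camera, adjusted p = 0.00907), with a median log2 fold change of -0.13, and it was not called with an estimated correlation (adjusted p = 0.729). Its call rests on few genes, since without its 4 members that stand in Table 2 or Table S4 the adjusted p was 0.981. It was also lost without mouse 4 (adjusted p = 0.385) and without the C5a array of that mouse (adjusted p = 0.232). All 25 measured genes of the type I interferon response had values below 0, with a median log2 fold change of -0.56 (camera, adjusted p = 1.99e-07, and 0.729 with an estimated correlation). None of them stands in the paper's tables and none passed limma over all probesets. Adjusted over the list alone 0 passed, or 15 lower and 0 higher with the mouse as a block. Their median change was -0.58 in mouse 2, -0.98 in mouse 4 and -0.19 in mouse 5, where 18 of 25 were lower. The 18 macrophage and osteoclast markers had median changes of -0.29, -0.26 and 0.11 in these mice (camera, adjusted p = 0.820), and were called lower without mouse 5 (adjusted p = 0.0312). Irf9, a subunit of the transcription factor ISGF3, had a log2 fold change of -0.90 (standard error 0.21, adjusted p = 0.208 from limma) and Stat2, another subunit, -0.83 (standard error 0.24, adjusted p = 0.280), both lower in 3 of 3 mice. Ifih1, a sensor of double-stranded RNA, had -0.86 (standard error 0.24, adjusted p = 0.260).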

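Of 29 genes of type II interferon signalling 0 passed over all probesets. Adjusted over the list alone 2 were lower and 0 higher, or 7 and 1 with the mouse as a block. The list was lower than the other genes (camera, adjusted p = 0.0391), with a median log2 fold change of -0.10. It was not called with an estimated correlation (adjusted p = 0.833) and was lost without mouse 4 (0.409), without either unstimulated array of mouse 2 or mouse 4 (0.204 and 0.201) and without the C5a array of mouse 4 or mouse 5 (0.109 and 0.306). Gbp7 and Irgm1, interferon-inducible GTPases, had log2 fold changes of -1.26 and -1.03, and Tap1, a peptide transporter, had -0.88 (adjusted p = 0.155, 0.260 and 0.255 from limma). Of 18 genes of interferon production 0 passed over all probesets, and adjusted over the list alone 1 was higher and 1 lower, or 1 and 5 with the mouse as a block. The median log2 fold change was -0.15 (camera, adjusted p = 0.264, and 0.967 with an estimated correlation). This list was lower at an adjusted p of 0.0133 without mouse 5 and of 0.00131 without its unstimulated array. Tlr3 had a log2 fold change of -0.67 (adjusted p = 0.176), and Ticam1, its adaptor, of 0.42 (adjusted p = 0.207). Of 19 genes of the ATF4 and unfolded protein response 0 passed over all probesets, and 7 were lower and 0 higher adjusted over the list alone. The list was lower by camera (adjusted p = 0.00640), with a median log2 fold change of -0.11, not with an estimated correlation (adjusted p = 0.729), not without mouse 2 (0.154) and not without the unstimulated array of mouse 2 (0.172). Ppp1r15a, Ddit3 and Sesn2 had log2 fold changes of -1.40, -0.76 and -1.04 (adjusted p = 0.105, 0.150 and 0.146).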

Downregulated genes are involved in AP‐1 transcription factor formation and interferon production and signalling (Figure 2F). 

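Over 31 gene lists with 678 measured entries, camera called 11 at an adjusted p under 0.05, 6 higher and 5 lower with C5a. None was called with an estimated correlation, where the smallest adjusted p was 0.602, and none by fry, which tests whether the genes of a list move one way on balance (smallest adjusted p = 0.172). In a simulation of lists whose genes vary independently, the preset and the estimated correlation each found 20 of 20 lists shifted by 0.4 on the log2 scale and 0 of 20 unshifted lists. With the mouse as a block camera called 12, the same 11 and the cell cycle. Tests that take changes in either direction called more. Fry's test of changes in either direction, which does not compare a list with other genes, called 18 lists, among them insulin signalling (adjusted p = 5.51e-04), both TGF-β lists (0.00534 and 0.00214) and MAPK cascade kinases (0.00568). With the mouse as a block it called 20, and MAPK cascade kinases (0.0728) and the SRF and MRTF targets (0.0565, against 0.00866) lost the call. A one-sided Fisher's exact test of genes past the study's thresholds, chosen after the data were seen, called 15 lists with limma and 14 with the methods' t-test. It gave an adjusted p of 0.0102 and 0.0870 for insulin signalling and of 0.0582 and 0.0269 for MAPK cascade kinases.

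**Figure D1:**
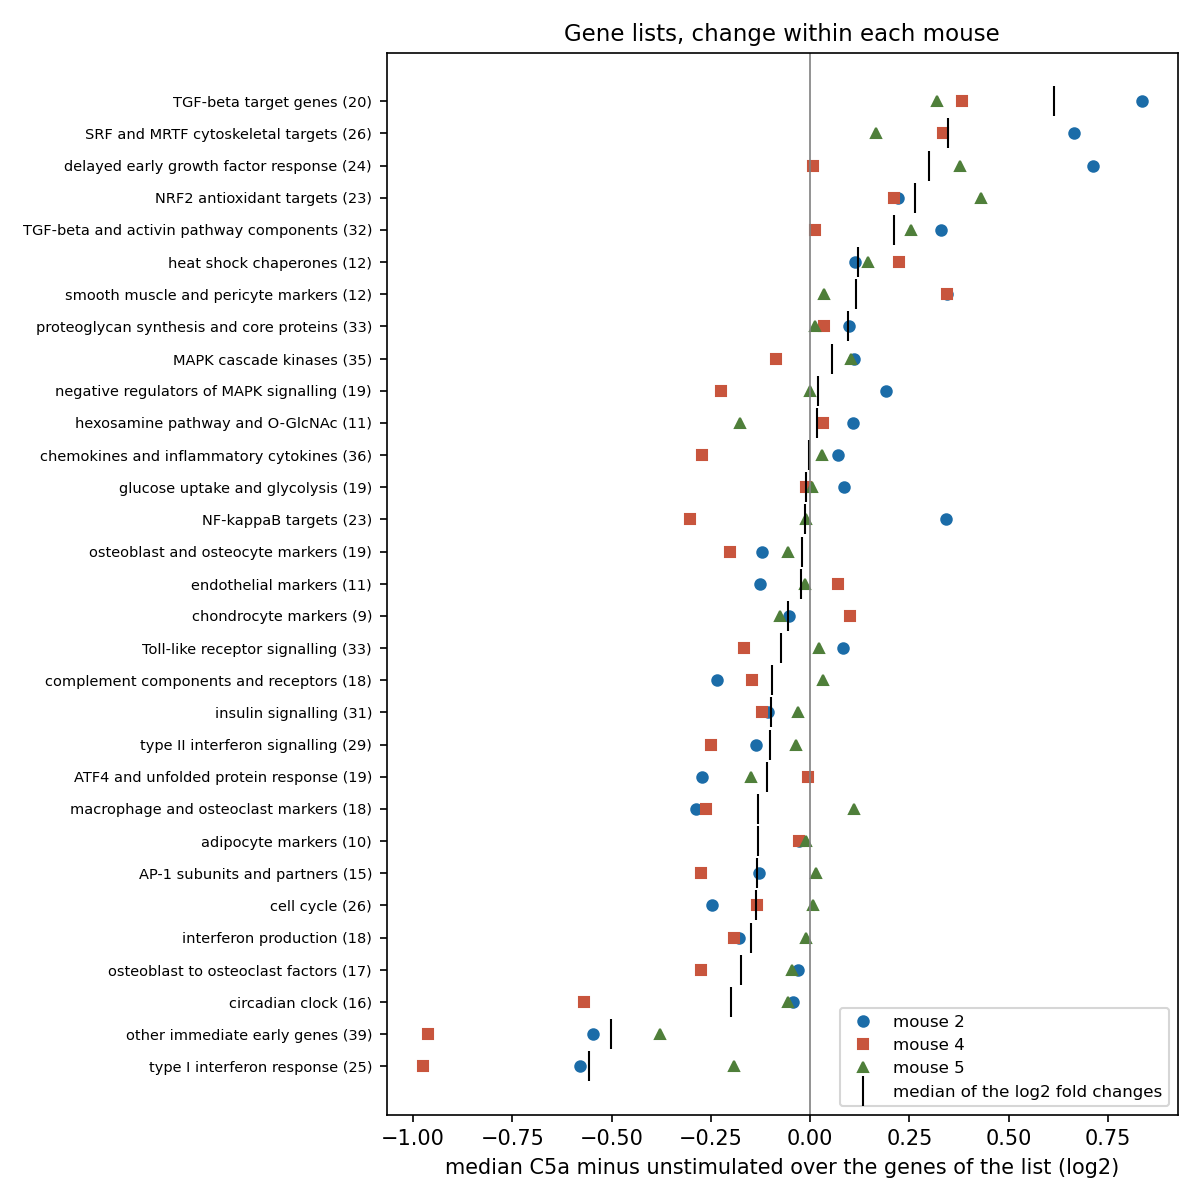
Median change of each gene list within each mouse (C5a minus unstimulated, log2), with the number of measured genes in brackets. Circles, squares and triangles stand for mice 2, 4 and 5 and bars for the median of the log2 fold changes. The type I interferon response lay at -0.58, -0.98 and -0.19 in mice 2, 4 and 5, and the TGF-β target genes at 0.83, 0.38 and 0.32.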

By performing pathway analysis of all regulated genes, insulin metabolism, TGF‐β signalling, MAPK regulation and interferon signalling appeared among the top C5a‐regulated biological pathways (Table 1), thus confirming data derived from the enrichment analyses (Figure 2D and F). A list of the top 20 regulated pathways upon C5a stimulation is provided in the supplement (Table S2). To confirm microarray findings, differential expression of selected candidate genes was validated by RT‐PCR. 

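Gfpt2 encodes an isoform of the enzyme that makes glucosamine 6-phosphate, the entry of the hexosamine pathway. Its probeset (10375614) had 8.00 ± 0.39 (SD, n = 3) in unstimulated osteoblasts and 10.08 ± 0.30 (SD, n = 3) with C5a, a log2 fold change of 2.09 (standard error 0.24, adjusted p = 0.136 from limma). It was higher in 3 of 3 mice and did not pass the adjusted threshold. Uap1, which makes UDP-N-acetylglucosamine at the end of the pathway, had a log2 fold change of 1.30 (standard error 0.12, adjusted p = 0.105) and was higher in 3 of 3 mice, and Ogt, the transferase that uses this sugar, had -0.72 (standard error 0.20, adjusted p = 0.267). Of 11 genes of the hexosamine pathway and O-GlcNAc 0 passed over all probesets. Adjusted over the list alone 2 were higher and 3 lower, the median log2 fold change was 0.02, and the list did not differ from the other genes past the threshold (camera, adjusted p = 0.722, and 0.971 with an estimated correlation). Of 19 genes of glucose uptake and glycolysis 0 passed over all probesets, and 1 was higher and 2 were lower adjusted over the list alone, or 3 and 4 with the mouse as a block (camera, adjusted p = 0.943, and 0.990 with an estimated correlation, median log2 fold change -0.01). Hk2 had a log2 fold change of 1.17 (adjusted p = 0.182), Pfkm of -0.64 (adjusted p = 0.146) and Eno2 of -0.70 (adjusted p = 0.178), each in the same direction in 3 of 3 mice. By the Fisher test of genes past the study's thresholds, the hexosamine list was called (adjusted p = 0.0129 with limma and 0.00679 with the methods' t-test). The glycolysis list was called by it only with the methods' t-test (0.0269, and 0.0508 with limma). Both lists were called by fry's test of changes in either direction. It gave adjusted p = 0.00214 for hexosamine and 6.12e-04 for glycolysis, or 0.0303 and 0.0133 with the mouse as a block.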

Regarding insulin and glucose metabolism, we confirmed the upregulation of glutamine fructose 6‐phosphate transaminase 2 (*Gfpt2*), an enzyme regulating glucose metabolism. 

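Socs3 is represented by 2 probesets. The one with the higher mean (10393449) had 9.84 ± 0.16 (SD, n = 3) in unstimulated cells and 8.51 ± 0.51 (SD, n = 3) with C5a, a log2 fold change of -1.33 (standard error 0.26, adjusted p = 0.171 from limma), and the other (10383010) had a log2 fold change of -0.91 (standard error 0.16, adjusted p = 0.155). Grb14 (10483163) had 10.10 ± 0.39 and 9.07 ± 0.50 (SD, n = 3 each), a log2 fold change of -1.03 (standard error 0.30, adjusted p = 0.287). Both genes were lower in 3 of 3 mice and neither passed after adjustment. The other members of the insulin list with the smallest p were Akt2, which promotes insulin signalling, and Pik3r1. They had log2 fold changes of -0.42 (adjusted p = 0.212) and -0.89 (adjusted p = 0.254), both lower in 3 of 3 mice.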

Genes encoding negative regulators of insulin signalling were downregulated, including suppressor of cytokine signalling 3 (*Socs3)* and growth factor receptor‐bound protein 14 (*Grb14*), an important insulin receptor adaptor protein (Table 2). Therefore, glucose‐ and insulin‐related signalling in osteoblasts appears to be regulated by C5a. Genes involved in the TGF‐β pathway, namely TGF‐β receptor 1 (*Tgfbr1*), TGF‐β‐induced protein (*Tgfbi*), TGF‐β‐induced factor homeobox 1 (*Tgif1*), and TGF‐β (*Tgfb1*) itself were induced by C5a (Table 2). 

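In the arrays Tgfbi (10405587) had the largest difference of these genes, from 8.54 ± 0.47 (SD, n = 3) to 10.82 ± 0.46 (SD, n = 3), a log2 fold change of 2.28 (standard error 0.31, adjusted p = 0.143 from limma). Tgfbr1 (10504817) had 7.73 ± 0.39 in unstimulated cells and 8.77 ± 0.29 with C5a (SD, n = 3 each). Tgif1 (10452633) had a log2 fold change of 0.70 (standard error 0.20, adjusted p = 0.269) and Tgfb1 (10551185) of 0.63 (standard error 0.35, adjusted p = 0.639). The value of Tgfb1 was 0.28 without the unstimulated array of mouse 5 and 0.40 without the C5a array of mouse 2. All 4 were higher in 3 of 3 mice, and none passed after adjustment. Tgfb1 also missed an unadjusted p under 0.05, which it reached with the mouse as a block (adjusted p = 0.168). Of 20 TGF-β target genes 0 passed over all probesets, and 6 were higher and 1 was lower adjusted over the list alone, or 9 and 2 with the mouse as a block. Their median log2 fold change was 0.62, and the list was higher than the other genes (camera, adjusted p = 2.53e-05), though not with an estimated correlation (adjusted p = 0.602). Tgfbi and Pmepa1 stand in Table S3, and without them the adjusted p by camera was 8.20e-04. Snai1, a transcriptional repressor, had a log2 fold change of 1.49 (standard error 0.16, adjusted p = 0.122), and Pmepa1, a feedback inhibitor, of 2.02 (standard error 0.49, adjusted p = 0.225), both higher in 3 of 3 mice. Without the tabled members the list of pathway components had an adjusted p of 0.0411.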

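The atypical kinase Mapk6 (10594988) had 9.89 ± 0.14 (SD, n = 3) in unstimulated osteoblasts and 10.52 ± 0.36 (SD, n = 3) with C5a, a log2 fold change of 0.63 (standard error 0.19, adjusted p = 0.296 from limma). Map2k3 (10376733), a kinase upstream of p38, had 9.19 ± 0.14 and 9.94 ± 0.35 (SD, n = 3 each), a log2 fold change of 0.75 (standard error 0.19, adjusted p = 0.228), or 0.49 without mouse 5. Map2k6, the other p38 kinase kinase, had -1.07 (standard error 0.22, adjusted p = 0.178) and was lower in 3 of 3 mice. The phosphatase Dusp1 (10449284) had 13.49 ± 0.16 and 11.40 ± 0.93 (SD, n = 3 each), a log2 fold change of -2.09 (standard error 0.45, adjusted p = 0.184), and Dusp5 (10463945) had 10.51 ± 0.53 and 8.56 ± 0.46 (SD, n = 3 each), a log2 fold change of -1.96 (standard error 0.33, adjusted p = 0.152). Each of these genes moved the same way in 3 of 3 mice, and none passed after adjustment.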

We further confirmed that MAPK6 (*Mapk6*) and MAPK kinase 3 (*Map2k3*) were slightly upregulated, whereas negative MAPK regulators dual specificity phosphatase 1 (*Dusp1*) and *Dusp5* were downregulated (Table 2). This shows that C5a activates MAPKsignalling in osteoblasts. 

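Of 35 MAPK cascade kinases 0 passed over all probesets, and 0 were higher and 3 lower adjusted over the list alone, or 0 and 1 with the mouse as a block. Their median log2 fold change was 0.05 (camera, adjusted p = 0.348, and 0.967 with an estimated correlation), and without mouse 4 the list was higher (adjusted p = 0.0164). The lower ones were Map2k6, Mknk1 and Rps6ka5, the last 2 with log2 fold changes of -0.77 and -0.48 (adjusted p over all probesets = 0.180 and 0.194). Of 19 negative regulators of MAPK signalling 0 passed over all probesets, and 0 were higher and 2 lower, Dusp1 and Dusp5, adjusted over the list alone, or 0 and 3 with the mouse as a block. Their median log2 fold change was 0.02 while their mean was -0.11 and camera pointed downward (adjusted p = 0.820, and 0.981 with an estimated correlation). Dusp8 and Dusp3 had log2 fold changes of -0.45 and -0.39 (adjusted p = 0.247 and 0.302). The levels are those of transcripts and not of phosphorylated proteins. From the higher values of Mapk6 and Map2k3 and the lower ones of Dusp1 and Dusp5, the paper concludes that C5a activates MAPK signalling in osteoblasts. Apart from transcripts, the paper shows p38 phosphorylated after C5a by immunoblot. It reports that the C5aR1 antagonist prevented this and that it was diminished in C5aR1-ko osteoblasts.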

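Fos (10397346) had the largest difference of all genes past the adjusted threshold. Its value fell from 11.59 ± 0.15 (SD, n = 3) in unstimulated osteoblasts to 6.75 ± 0.25 (SD, n = 3) with C5a, a log2 fold change of -4.84 (standard error 0.15, adjusted p = 0.00197 from limma). The unstimulated cultures stood at the 97.8th to 98.2nd percentile of all probesets and the C5a cultures at the 59.0th to 64.9th. Fos kept its call without any 1 array except the unstimulated array of mouse 4 (adjusted p = 0.0587), and lost it without mouse 2, 4 or 5 (0.0538, 0.204 and 0.307). Egr2 (10363735) fell by 3.41 on the log2 scale (standard error 0.22, adjusted p = 0.0354), from 11.42 ± 0.38 to 8.01 ± 0.26 (SD, n = 3 each). With the mouse as a block its adjusted p was 0.0704, and without any 1 array it ran from 0.0601 to 0.255. Ier2 (10580183) had 11.57 ± 0.23 and 7.77 ± 0.53 (SD, n = 3 each), a log2 fold change of -3.80 (standard error 0.28, adjusted p = 0.0559), which passed with the mouse as a block (0.0195), with a variance trend and robust estimation (0.0451), above the 40th percentile (0.0271), among probesets naming 1 gene (0.0387) and without the C5a array of mouse 2 (0.0292). Jun (-1.55, adjusted p = 0.151), Fosb (-3.62, 0.146), Junb (-2.01, 0.141), Ier3 (-2.07, 0.169), Egr1 (-1.85, 0.155), Egr3 (-1.50, 0.141) and Nr4a1 (-3.85, 0.151) were lower in 3 of 3 mice and did not pass. Nr4a1 passed without the C5a array of mouse 5 (0.00351).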

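Of 39 immediate early genes other than AP-1 subunits, in a list written with Table S4 seen, 3 were lower and 0 higher over all probesets, namely Egr2, Zfp36 and Btg2. Adjusted over the list alone 20 were lower and 1, Klf10, was higher. The median log2 fold change was -0.50, and the list was lower than the other genes (camera, adjusted p = 1.36e-09). It was not called with an estimated correlation (adjusted p = 0.602). Without its 7 members in the paper's tables the adjusted p by camera was 2.29e-04. The median within a mouse was -0.55 in mouse 2, -0.96 in mouse 4 and -0.38 in mouse 5, the mouse with low C5ar1 and macrophage transcripts, and 28, 36 and 26 of the 39 genes were lower. Klf10, an early TGF-β-inducible gene named after its value was seen, had a log2 fold change of 1.40 (adjusted p over all probesets = 0.152).

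**Figure D2:**
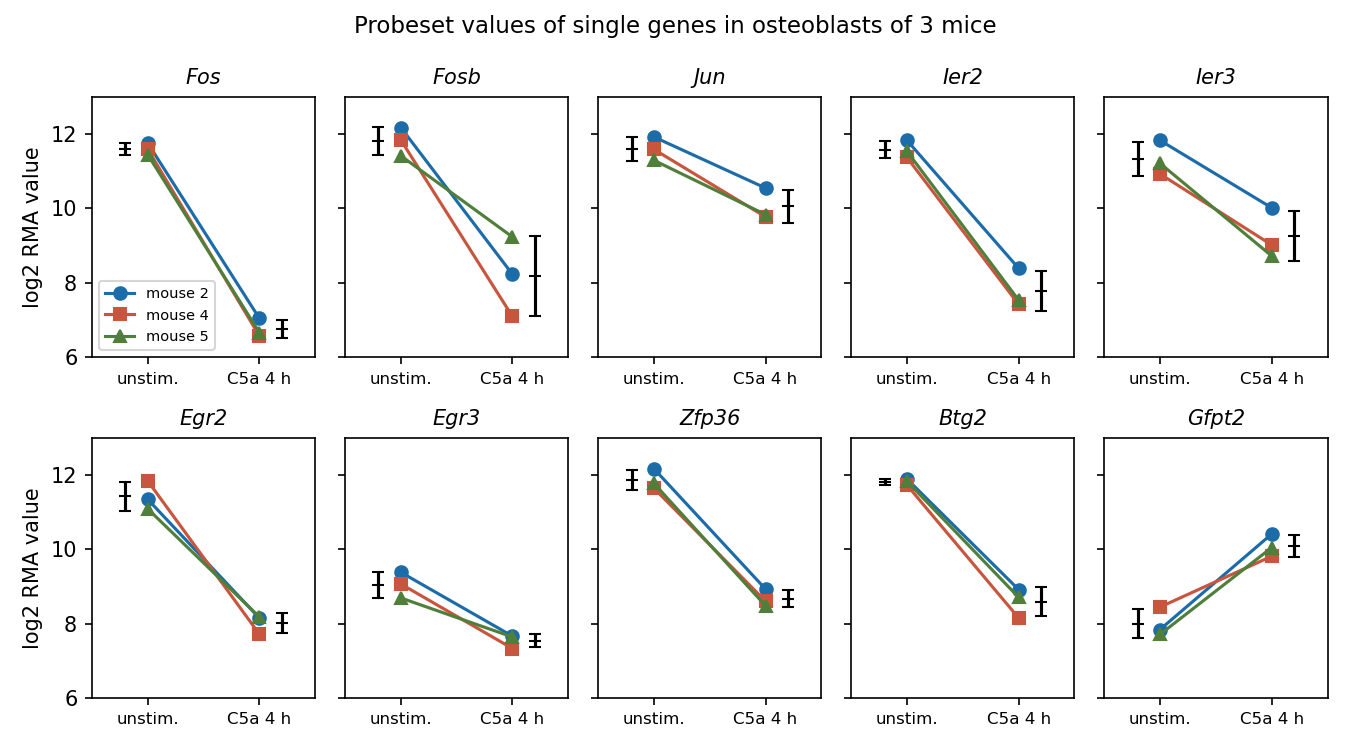
Probeset values (log2, RMA) of 9 immediate early genes and of Gfpt2 in unstimulated osteoblasts and after 4 h of C5a. Lines join the cultures of mouse 2 (circles), mouse 4 (squares) and mouse 5 (triangles), and black bars give the mean and SD of each group. Fos went from 11.59 to 6.75 on average and Gfpt2 from 8.00 to 10.08.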

The AP‐1 transcription factor subunits *Fos* and *Jun* (Table 2), and levels of other immediate early genes, including immediate early response 2 and 3 (*Ier2*,* Ier3*) and early growth response 2 and 3 (*Egr2, Egr3*) (Table S3) were considerably reduced. There was a high correlation (R^2^ = 0.957) between the logarithmic fold change values derived from the microarray and RT‐PCR analyses (Figure S2). 

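Tgfb1 has an RT-PCR fold change in Table 2 but no array fold change there. It was left out of this comparison, although its probeset had a log2 fold change of 0.63 here. The genes compared are the 11 for which Table 2 gives both an array and an RT-PCR fold change. Across these genes, which are not independent replicates, the log2 fold change from the arrays and the log2 of the paper's RT-PCR fold change gave Pearson's r of 0.983, an R squared of 0.965 and Spearman's rho of 0.964. Both were tested by permutation, two-sided with 100000 resamples. For r, p = 1.0e-05 by permutation, the smallest that these resamples can give, and 1.8e-05 after adjustment over the 9 relations tested. For rho, p = 2.0e-05 by permutation. Without the 2 genes farthest from the median of the RT-PCR values, r was 0.960. The genes form a lower and a higher cluster. Among the 6 lower genes r was 0.981 and rho was 1 (exact permutation, p = 0.00139 and 0.00278), while among the 5 higher genes r was 0.730 and rho was 0.60 (exact permutation, p = 0.167 and 0.350). In these 5 the order differed: Tgfbi had the largest array value, 2.28, with an RT-PCR value of 1.32, and Gfpt2 had 2.09 with 2.35 (log2). All 11 genes had the same direction by both methods. The slope of the array values on the RT-PCR values was 0.77, and the RT-PCR fold change was the larger of the pair in 8 genes and the smaller in 3. R squared was 0.937 without Fos and 0.965 without Dusp5, whose primers in Table S1 are the same as those of Gapdh.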

Complete lists of the top 20 upregulated (Table S3) and downregulated genes (Table S4) upon 4 h‐C5a‐treatment are provided in the supplement.

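Of the 20 genes of Table S3, 16 could be matched to a probeset of their own. All 16 were higher with C5a in 3 of 3 mice, with fold changes from 3.24 to 5.41, all at an unadjusted p under 0.05 from limma and 0 at an adjusted p under 0.05 (smallest 0.0896, for Gprc5a). The 19 genes of Table S4 were all measured and lower in 3 of 3 mice, with fold changes from 3.49 to 28.6, and 4 of them passed after adjustment. Itga5, a subunit of the fibronectin receptor, led the matched upregulated genes with 9.78 ± 0.22 in unstimulated cells and 12.21 ± 0.57 with C5a (SD, n = 3 each), a log2 fold change of 2.44 (standard error 0.29, adjusted p = 0.137). Several of these genes belong to lists written with Table S3 seen, so that their calls are not independent evidence. Of 24 delayed early genes of the growth factor response 0 passed over all probesets, and 6 were higher and 0 lower adjusted over the list alone, or 8 and 2 with the mouse as a block. The list was higher than the other genes (camera, adjusted p = 0.00101, median log2 fold change 0.30), but not with an estimated correlation (0.729) and not without the 4 tabled members (0.176). Of 26 cytoskeletal targets of SRF and MRTF 25 had values above 0, 0 passed over all probesets, and 7 were higher and 1 lower adjusted over the list alone, or 12 and 1 with the mouse as a block. Here camera gave an adjusted p of 1.99e-07 (median log2 fold change 0.35), 4.81e-05 without the 3 tabled members, and 0.602 with an estimated correlation. Vcl, which encodes vinculin, had a log2 fold change of 1.18 (adjusted p = 0.161) and Csrp1 of 0.75 (adjusted p = 0.167). Filip1l was the lower one, with -0.46 (adjusted p = 0.151). Its other probeset (10436363), of lower mean, had 0.14 (adjusted p = 0.637).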

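Of 23 NRF2 antioxidant targets 22 had values above 0, 0 passed over all probesets, and 4 were higher and 0 lower adjusted over the list alone, or 11 and 0 with the mouse as a block. Camera gave an adjusted p of 1.99e-07 (median log2 fold change 0.26), 2.29e-05 without the 2 tabled members, and 0.602 with an estimated correlation. Txnrd1, thioredoxin reductase, had a log2 fold change of 1.81 (standard error 0.19, adjusted p = 0.122), Srxn1, sulfiredoxin, of 1.81 (standard error 0.32, adjusted p = 0.155) and Nqo1 of 1.41 (standard error 0.24, adjusted p = 0.155), each higher in 3 of 3 mice. Of 33 genes of proteoglycan synthesis, among them Chst11 and Cspg4 of Table S3, 0 passed over all probesets, and 2 were higher and 0 lower adjusted over the list alone. The list missed the threshold (camera, adjusted p = 0.0690, median log2 fold change 0.09, and 0.602 with an estimated correlation) and passed it without the unstimulated array of mouse 2 or mouse 4 (0.0477 and 0.0241), without the C5a array of mouse 5 (0.030), without mouse 5 (0.0435) and with quantile normalization (0.0498). Of 12 heat shock chaperones, with Dnajb1 of Table S4, 0 passed over all probesets, and 3 were higher and 2 lower adjusted over the list alone. Its median was 0.12 and its mean -0.03 on the log2 scale, with camera pointing upward (adjusted p = 0.306, and 0.729 with an estimated correlation). Hspb1 had a log2 fold change of 0.58 (adjusted p = 0.108) and Hspa1a of -0.88 (adjusted p = 0.151). Of 16 genes of the circadian clock, with Dbp of Table S4, 0 passed over all probesets, and 3 were higher and 4 lower adjusted over the list alone, or 3 and 7 with the mouse as a block (camera, adjusted p = 0.306, median log2 fold change -0.20, and 0.967 with an estimated correlation). Without mouse 5 or its C5a array this list was lower (0.0355 and 0.0442), and the Fisher test called it (5.85e-04 with limma and 0.00192 with the methods' t-test). Per1 and Per3 had log2 fold changes of -0.91 and -0.88 and Cry1 of 0.49 (adjusted p = 0.132, 0.141 and 0.141).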

**Figure 1:**
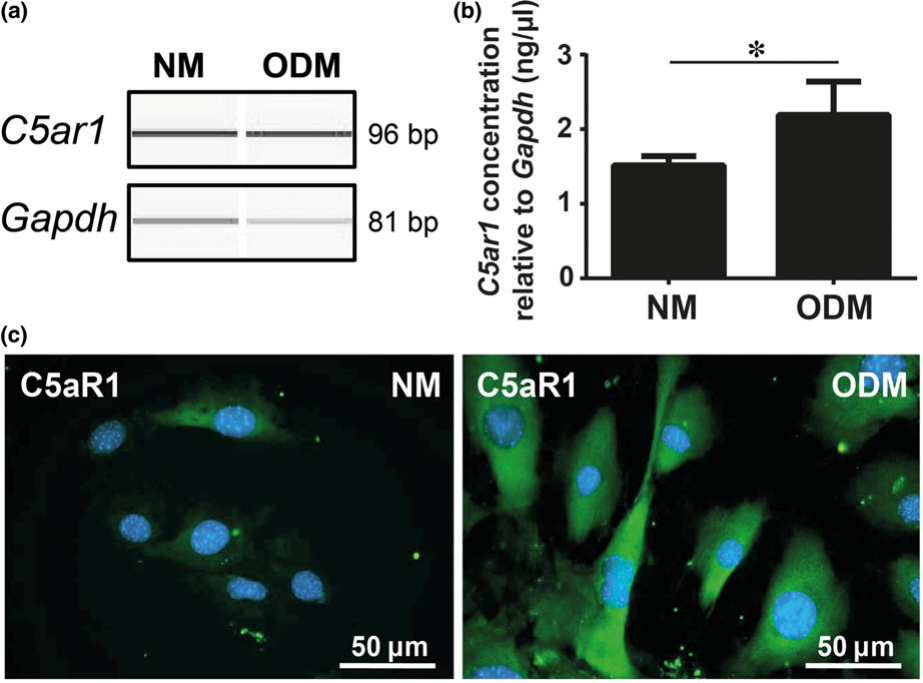
C5aR1 gene and protein expression in immature and mature osteoblasts. C5ar1 gene expression in immature (NM) and mature osteoblasts (ODM) (A). Gapdh serves as a reference and images were obtained by capillary electrophoresis. Concentration of C5ar1 relative to Gapdh in immature (NM) and mature osteoblasts (ODM) (B). Immunofluorescent staining of C5aR1 in immature (NM) and mature osteoblasts (ODM) in green. Nuclei are stained in blue (C). NM: normal proliferation medium, ODM: osteogenic differentiation medium. *P ≤ 0.05, n = 5

**Figure 2:**
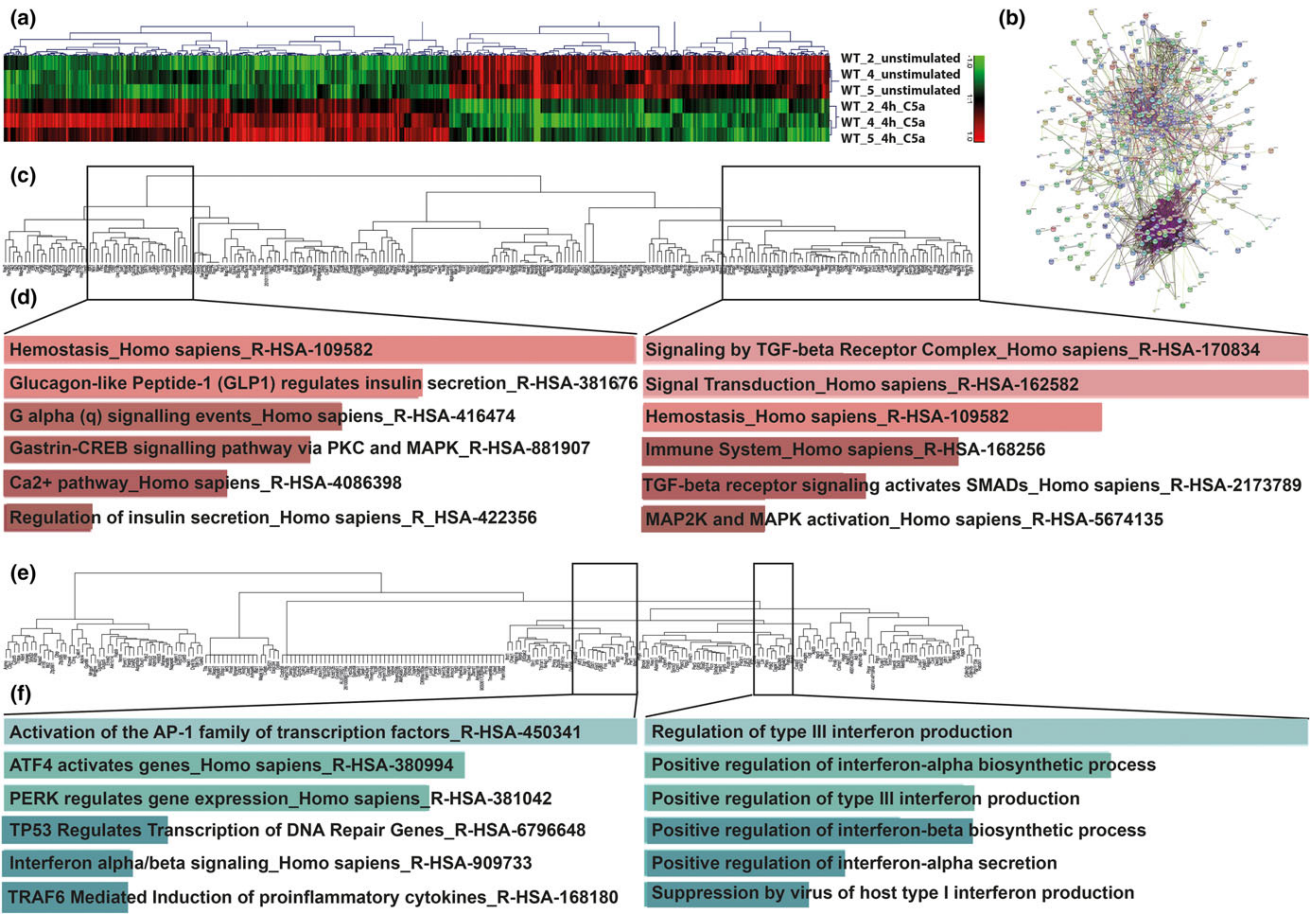
Gene expression profiling of osteoblasts stimulated with C5a for 4 h. Representative heat‐map segment derived from hierarchical clustering of differentially regulated genes after 4 h‐stimulation with C5a, using Pearson uncentred as similarity measure and average linkage clustering (A). Nondetailed STRING protein‐association network of differentially regulated genes after 4‐h stimulation with C5a (B). Dendrogram of upregulated genes upon C5a treatment, obtained by hierarchical clustering using the gene ontology (GO) category Molecular Function (C). Molecular function of the enriched genes from the in (C) depicted representative gene clusters (D). Dendrogram of downregulated genes upon C5a treatment, obtained by hierarchical clustering using the GO category Molecular Function (E). Molecular function and biological pathway involvement of the enriched genes from the in (E) depicted representative gene clusters (F). N = 3 per group (unstimulated and stimulated)

**Table 1:** Top regulated pathways upon C5a treatment in osteoblasts

Order	Pathway	Genes up	Genes down	Significance	*P*‐value
1	Insulin signalling	8	12	9.48	<1 × 10^–6^
2	TGF‐beta receptor signalling	9	8	7.47	<1 × 10^–6^
3	TGF‐beta signalling	6	4	6.80	<1 × 10^–6^
4	MAPK signalling	6	10	6.39	<1 × 10^–6^
5	MAPK signalling	6	10	5.99	1 × 10^–6^
10	Type II interferon signalling	0	7	5.14	7 × 10^–6^
11	p38 MAPK signalling	2	4	4.08	8 × 10^–5^
16	Toll‐like receptor signalling	2	6	2.89	1.3 × 10^–2^
25	MAPK cascade	2	2	2.46	3.5 × 10^–2^

The main regulated biological pathways, determined by using the Transcriptome Analysis Console Software, are shown in descending order, based on their significance. The number of up‐ and downregulated genes, included in the respective pathways according to the gene ontology term, is shown in columns 3 and 4. The *P*‐value of differential regulation and its negative decadal logarithm (significance) are shown in column 6 and 5, respectively. A complete list of the top 20 regulated pathways is provided in the supplement (Table S1).

**Table 2:** Selected differentially regulated genes upon C5a treatment in osteoblasts

Gene	Description	GenBank^a^	*P*‐value	FC MA^b^	FC PCR^c^
*Fos*	FBJ osteosarcoma oncogene	NM_010234	1 × 10^–5^	28.6 ↓	109.1 ↓
*Fosb*	FBJ osteosarcoma oncogene B	NM_008036	5.2 × 10^–3^	12.4 ↓	NA
*Dusp1*	Dual specificity phosphatase 1	NM_013642	1.9 × 10^–2^	4.4 ↓	15.0 ↓
*Junb*	Jun B proto‐oncogene	NM_008416	2.4 × 10^–3^	4.0 ↓	NA
*Dusp5*	Dual specificity phosphatase 5	NM_001085390	8.4 × 10^–3^	3.9 ↓	6.8 ↓
*Jun*	Jun proto‐oncogene	NM_010591	7.3 × 10^–3^	2.9 ↓	6.2 ↓
*Grb14*	GF receptor‐bound protein 14	NM_016719	4.9 × 10^–2^	2.0 ↓	2.8 ↓
*Socs3*	Suppressor of cytokine signalling 3	NM_007707	7.8 × 10^–3^	1.9 ↓	4.2 ↓
*Mapk6*	MAPK 6	NM_015806	4.8 × 10^–2^	1.6 ↑	2.1 ↑
*Tgif1*	TGF‐beta‐induced factor homeobox1	NM_001164074	4 × 10^–2^	1.6 ↑	NA
*Map2k3*	MAPK kinase 3	NM_008928	2.6 × 10^–2^	1.7 ↑	1.3 ↑
*Tgfbr1*	TGF‐beta receptor 1	NM_009370	2.1 × 10^–2^	2.1 ↑	1.5 ↑
*Tgfb1*	TGF‐beta	NM_011577		ND	1.8 ↑
*Gfpt2*	Glutamine F‐6‐P transaminase 2	NM_013529	1.9 × 10^–3^	4.3 ↑	5.1 ↑
*Tgfbi*	TGF‐beta induced	NM_009369	3.8 × 10^–3^	4.9 ↑	2.5 ↑

Selected regulated probesets upon C5a exposure, representing respective genes, are shown in descending order for the downregulated and in ascending order for the upregulated genes. The respective *P*‐value of differential regulation and the fold change compared to unstimulated osteoblasts, as derived from microarray analysis, are depicted in columns 4‐6, as well as the respective gene accession number (column 3). Complete lists of the top 20 up‐ and downregulated genes are provided in the supplement (Table S3 and S4, respectively). GF: growth factor, MAPK: mitogen‐activated protein kinase, F‐6‐P: fructose‐6‐phosphate, TGF‐beta: transforming growth factor‐beta.

a GenBank Accession Number.

b fold change (FC), derived from microarray analysis.

c FC derived from RT‐PCR, ↑positive FC, ↓negative FC. NA: not assessed. ND: not detected.

### 3.2 C5aR1 and TLR2 interact in osteoblasts and downstream signalling involves the activation of p38 MAPK

‘Toll‐like Receptor Signalling’ was among the top C5a‐regulated pathways (Table 1) and thus any interplay between C5aR1 and TLR2 in osteoblasts was of special interest. 

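Of 33 genes of Toll-like receptor signalling 0 passed limma over all probesets and 0 adjusted over the list alone, or 1 higher and 1 lower with the mouse as a block. Their median log2 fold change was -0.07, with 15 values above 0 and 18 below, and the list did not differ from the other genes past the threshold (camera, adjusted p = 0.689, and 0.981 with an estimated correlation). Fry's test of changes in either direction gave an adjusted p of 0.311, but called the list with the mouse as a block (0.0265). The Fisher test of genes past the study's thresholds gave 0.438. At those thresholds 1 gene was higher and 1 lower. Without any 1 array the adjusted p by camera ran from 0.0620 to 0.978. Tlr2 had 8.94 ± 0.51 (SD, n = 3) in unstimulated osteoblasts and 9.00 ± 0.99 (SD, n = 3) with C5a, a log2 fold change of 0.06 (standard error 0.53, adjusted p = 0.992), and was higher in 1 of 3 mice. Without 1 array this value ran from -0.51 (without the C5a array of mouse 2) to 0.40 (without that of mouse 5). Ly96, the partner of TLR4, had a log2 fold change of -0.39 (adjusted p = 0.313), or -0.21 without mouse 2. Of 36 chemokines and inflammatory cytokines 0 passed over all probesets, and 1 was higher, Csf1 with 0.70 (standard error 0.11, adjusted p over all probesets = 0.151), and 0 were lower adjusted over the list alone, or 2 and 3 with the mouse as a block. That list had a median log2 fold change of -0.00317, where camera pointed upward (adjusted p = 0.820, and 0.981 with an estimated correlation). Of 23 NF-κB targets 0 passed over all probesets and 0 adjusted over the list alone, or 2 lower with the mouse as a block (camera, adjusted p = 0.984, median log2 fold change -0.01, and 0.990 with an estimated correlation). Without the C5a array of mouse 2 this list passed (adjusted p = 0.0174), and its median change was 0.34 in mouse 2, -0.30 in mouse 4 and -0.01 in mouse 5. With the mouse as a block, fry's test of either direction also called the chemokine list and the NF-κB list (adjusted p = 0.00353 and 0.0168, against 0.629 and 0.728 without it).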

We first analysed TLR2 expression and detected slightly but significantly upregulated gene levels upon osteogenic differentiation (Figure 3A and B). TLR2 protein expression was greatly enhanced upon differentiation, as shown by both immunofluorescence (Figure 3C) and immunoblotting (Figure 3D). Coimmunoprecipitation of C5aR1 was performed to analyse the presence of C5aR1‐TLR2 complexes in osteoblasts, with and without prestimulation of the receptors with their specific ligands C5a and Pam3. Immunoblotting showed that TLR2 coimmunoprecipitated with C5aR1, demonstrating a physical interaction in osteoblasts (Figure 3E). This interaction was apparent already under unstimulated conditions, and increased when prestimulating C5aR1. Stimulation of TLR2 with Pam3 did not further increase receptor interactions (Figure 3E). We did not find evidence supporting a reciprocal regulation of the receptors, as C5aR1 gene and protein expression was unaltered after stimulation with Pam3, neither were levels of TLR2 altered upon stimulation with C5a (Figure S2). Nevertheless, we confirmed microarray findings, that C5a treatment enhanced levels of Toll‐interleukin 1 receptor domain‐containing adaptor protein (*Tirap*) (Figure 3F), an important molecule for TLR downstream actions. 

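On the arrays, Tirap (10592106) had 7.70 ± 0.23 (SD, n = 3) in unstimulated osteoblasts and 8.38 ± 0.28 (SD, n = 3) after 4 h of C5a, a fold change of 1.60 and a log2 fold change of 0.68 (standard error 0.18), or 0.41 without mouse 2. It was higher in 3 of 3 mice. The adjusted p was 0.254 from limma, and an unadjusted p under 0.05 was reached both with limma and with the methods' t-test. Leaving out any 1 array gave an adjusted p between 0.160 and 0.554.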

*Tirap* levels were increased as early as 30 min and remained high until 24 h after C5a stimulation. Therefore, C5a appears to enhance TLR2 downstream signalling rapidly and persistently (Figure 3F). For confirmation, we investigated receptor‐mediated activation of MAPKs, which are intracellular signalling transducers, and which we found being regulated by C5a on gene level (Figure 2D; Table 2). MAPKs p38 and ERK1/2 (data not shown) were phosphorylated and thereby activated by C5a (Figure 3I). The same effect was observed after TLR2 stimulation. Notably, p38 phosphorylation significantly increased more at 30 min after receptor costimulation, compared to isolated receptor stimulation (Figure 3I), which was confirmed by the quantification of the western blot protein bands (Figure 3J). This finding suggests combined actions of C5aR1 and TLR2 in downstream signalling. Importantly, inhibition of C5aR1 with its antagonist PMX‐53 prevented p38 phosphorylation (Figure 3G). In line, p38 phosphorylation was considerably diminished in C5aR1‐ko osteoblasts (Figure 3H), corroborating C5aR1‐dependent MAPK activation. Additionally, TLR2‐mediated p38 phosphorylation was prevented by inhibiting the TLR adaptor protein MyD88 (Figure 3G). Therefore, in addition to C5aR1, signalling via p38 MAPK is also TLR2‐dependent.

**Figure 3:**
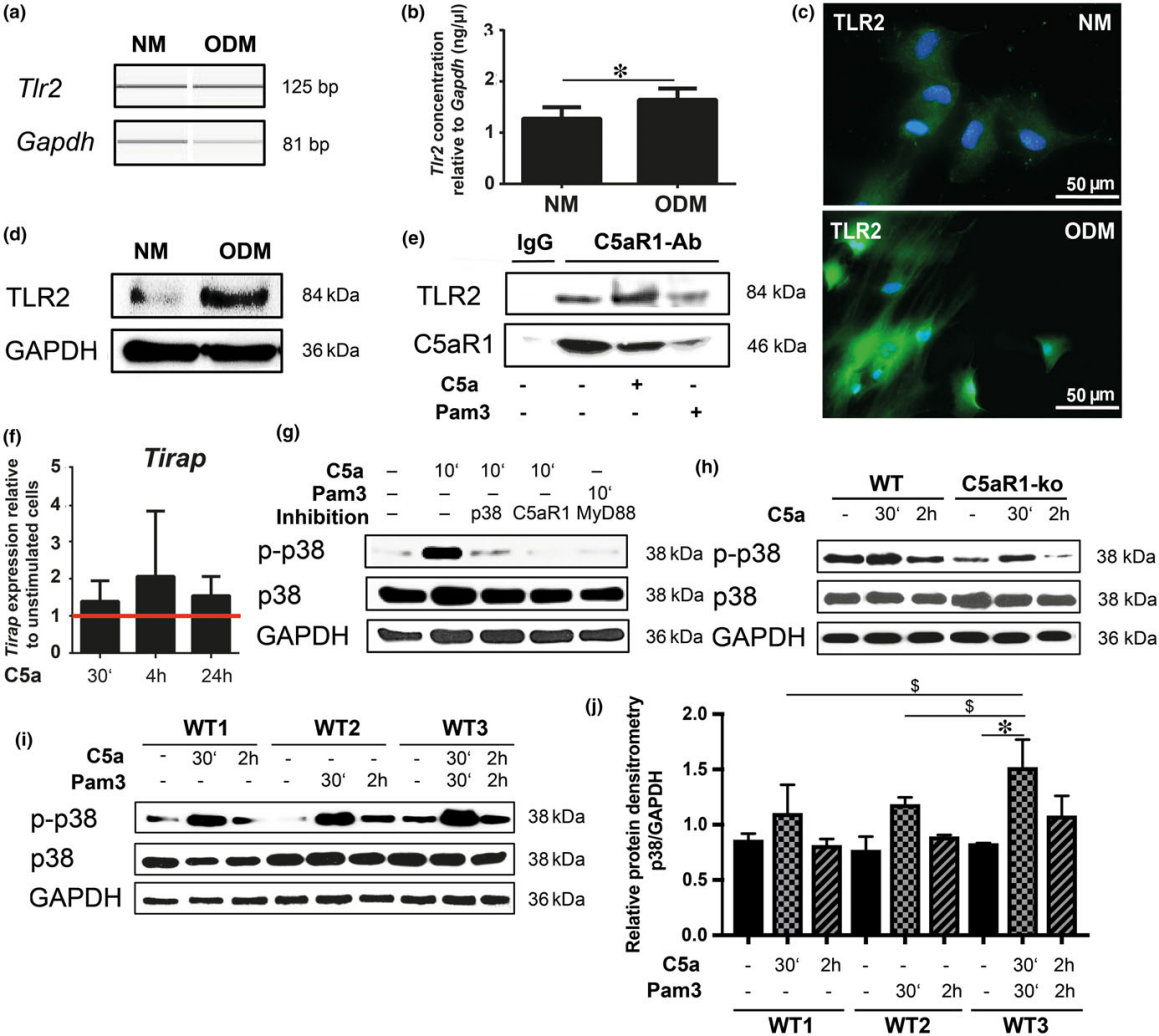
C5aR1 and TLR2 interact and activate p38 MAPK in osteoblasts. Expression of TLR2 in immature (NM) and mature osteoblasts (ODM), on gene level (A), quantified relative to Gapdh (B). Images in A were obtained by using capillary electrophoresis. TLR2 protein expression in immature (NM) and mature (ODM) osteoblasts, shown by immunofluorescent staining in green, while nuclei are counterstained in blue (C) and shown by immunoblotting (D). C5aR1 and TLR2 immunoblotting of protein lysates, immunoprecipitated using a C5aR1 or IgG antibody (E). Tirap gene expression after stimulation with C5a for 30 min, 4 h or 24 h. The red line indicates the relative gene expression of unstimulated cells set to 1 (F). Immunoblotting for p38/p‐p38 using WT untreated osteoblasts or treated with C5a or Pam3 for 10 min, with or without inhibition of p38, C5aR1 or MyD88, using SB 203580, PMX‐53 and ST 2825, respectively (G). Immunoblotting for p38/p‐p38 using WT and C5aR1‐ko osteoblasts left untreated or treated with C5a for 30 min or 2 h (H). Immunoblotting for p38/p‐p38 using wild‐type (WT) osteoblasts left untreated or treated with C5a (lanes 2, 3), Pam3 (lanes 5, 6), or both (lanes 8, 9) for 30 min or 2 h (I). Western blot protein band quantification by densitometry, shown as ratio between p38 and GAPDH. $ *P* ≤ 0.05 between the different 30 min‐treatment groups, * *P* ≤ 0.05 between the unstimulated and 30 min treatment sample of the same treatment group (J). N = 4–6 per treatment (A, B, E). GAPDH serves as a loading control (B, F–H). P‐p38: phosphorylated p38 MAPK protein, Pam3: Pam3CSK4, GAPDH: glyceraldehyde‐3‐phosphate dehydrogenase, Tirap: Toll‐interleukin 1 receptor (TIR) domain‐containing adaptor protein. MyD88: myeloid differentiation primary response 88, NM: normal proliferation medium, ODM: osteogenic differentiation medium

### 3.3 C5aR1 and TLR2 promote upregulation and secretion of CXCL10 in osteoblasts via p38 MAPK

Having demonstrated that C5aR1 and TLR2 induce p38 activation individually and in combination, we investigated potential downstream targets and focused on the inflammatory response of osteoblasts. Herein, we found CXCL10 gene (*Cxcl10*) levels to be strongly upregulated after 4 h of C5a exposure compared to unstimulated cells (Figure 4A). Notably, *Cxcl10* was already upregulated after 30 min of C5a treatment in both microarray and RT‐PCR (data not shown). TLR2 stimulation led to an even greater *Cxcl10* increase, and, similar to the effect on p38, *Cxcl10* levels were further and significantly enhanced after receptor costimulation (Figure 4A), suggesting additive actions of the underlying pathways. Importantly, C5a did not enhance *Cxcl10* when inhibiting C5aR1 or p38 MAPK pharmacologically (Figure 4A), indicating a receptor‐ and p38 MAPK‐dependent induction. Additionally, Pam3‐mediated *Cxcl10* induction was prevented when inhibiting MyD88 pharmacologically (Figure 4A). Furthermore, *Cxcl10* was not induced when exposing C5aR1‐ko osteoblasts to C5a, while Pam3 stimulation led to *Cxcl10* induction, similarly to Pam3‐stimulated WT osteoblasts (Figure 4A). In addition to gene expression, C5a marginally induced osteoblast secretion of CXCL10 into the cell‐culture supernatant (Figure 4B). This effect was however significantly stronger by Pam3 treatment, and again receptor costimulation led to significantly higher CXCL10 levels compared to isolated receptor stimulation (Figure 4B). C‐X‐C motif chemokine receptor 3 (CXCR3), which is the receptor for CXCL10, was found to be expressed by both osteoblasts and osteoclasts (Figure 4C). To analyse the osteoclastogenic potential of osteoblast‐secreted components, osteoblast cell‐culture supernatants were added to osteoclast precursor cells. The addition of supernatant following C5a and Pam3 treatment induced osteoclast formation in comparison to unstimulated controls ($) and to controls receiving untreated supernatant (#), as assessed by TRAP staining (Figure 4D and E). In contrast to the conditioned medium from C5a‐ and/or Pam3‐treated osteoblasts, the direct addition of C5a and Pam3 to the osteoclast medium did not induce osteoclastogenesis. Furthermore, the inhibition of C5aR1 and MyD88, simultaneously to the incubation with osteoblast‐conditioned medium, did not impair its osteoclastogenic potential (Figure 4D and E). To examine the osteoclastogenic effect of CXCL10 separately, recombinant CXCL10 was added to an additional treatment group, which showed strongly enhanced osteoclast formation, while this effect was reversed using a neutralizing CXCL10‐antibody (Figure 4D). Importantly, osteoclast formation mediated by the osteoblast supernatants was significantly attenuated when antagonizing CXCL10 (Figure 4D and E).

**Figure 4:**
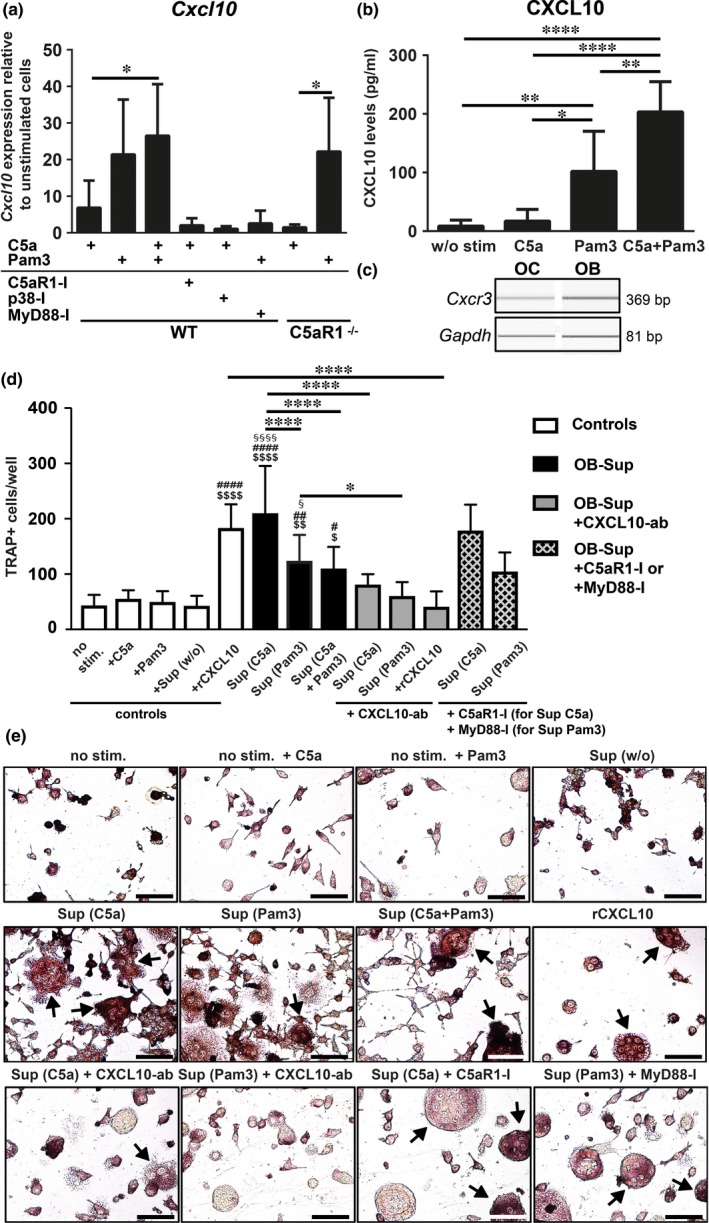
C5aR1 and TLR2 promote p38 MAPK‐dependent upregulation and secretion of CXCL10 in osteoblasts, inducing osteoclast formation. Cxcl10 expression in wild‐type (WT) and C5aR1‐ko osteoblasts upon treatment with C5a and/or Pam3 for 4 h, with or without pharmacological inhibition of C5aR1, p38 or MyD88, using PMX‐53, SB 203580 and ST 2825, respectively (A). * *P* ≤ 0.05, in respect to C5a‐treated WT or C5aR1‐ko cells, n = 3‐5 (A). CXCL10 protein levels in cell‐culture supernatants of osteoblasts left unstimulated (w/o stim) or stimulated with C5a and/or Pam3 for 4 h (B). * *P* ≤ 0.05, ** *P* ≤ 0.01, **** *P* ≤ 0.0001, n = 3‐5 (B). Cxcr3 gene expression in differentiated osteoblasts and osteoclasts. Gapdh serves as a reference and images were obtained using capillary electrophoresis (C). Quantification of TRAP‐stained RAW 264.7 osteoclast‐like cells, which where incubated with or without osteoblast supernatant, rCXCL10, C5a or Pam3. Additional groups underwent inhibition of C5aR1, MyD88 or CXCL10, as indicated. (D). $ *P* ≤ 0.05, $$ *P* ≤ 0.01, $$$$ *P* ≤ 0.0001, in respect to untreated cells (no stim.). # *P* ≤ 0.05, ## *P* ≤ 0.01, #### *P* ≤ 0.0001, in respect to cells receiving untreated osteoblast supernatant (Sup (w/o)). §§§ *P* ≤ 0.001, §§§§ *P* ≤ 0.0001, in respect to cells receiving C5a or Pam3. * *P* ≤ 0.05, ****, *P* ≤ 0.0001 between groups, n = 4‐8 (D). Images of TRAP‐stained RAW 264.7 osteoclast‐like cells, which were identified by increased size, multiple nuclei, and TRAP‐positive red staining (exemplified by arrows). Respective image of cells treated with recombinant CXCL10 and CXCL10‐ab is not shown. Scale bar: 50 μm (E). Pam3: Pam3CSK4, MyD88: myeloid differentiation primary response 88, rCXCL10: recombinant C‐X‐C motif chemokine 10, CXCR3: C‐X‐C motif chemokine receptor 3, OB: osteoblasts, OC: osteoclasts, TRAP: Tartrate‐resistant acid phosphatase, Sup: osteoblast cell‐culture supernatant, w/o: without, ab: antibody

The effects on osteoclast formation were confirmed on gene level, as genes encoding for TRAP (*Acp5*) and Cathepsin K (*Ctsk*) were induced by C5a‐ and Pam3‐treated osteoblast supernatant, and CXCL10 (data not shown). The findings of this study, regarding C5aR1 and TLR2 interactions in osteoblasts and their convergence in downstream signalling pathways, are illustrated in the current working model (Figure 5).

**Figure 5:**
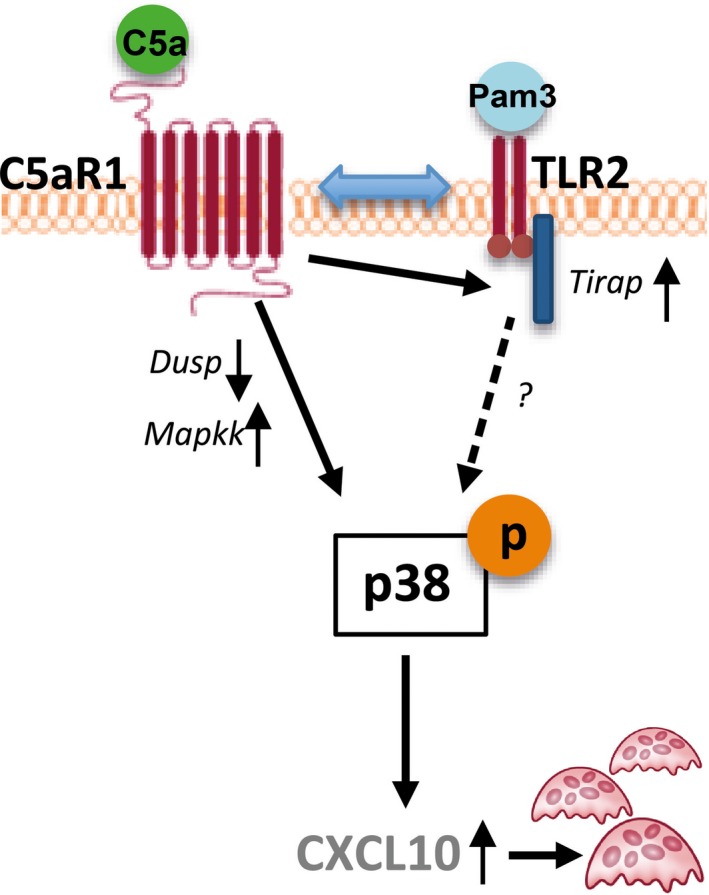
Current working model of C5aR1‐TLR2 interaction and crosstalk in downstream signalling. Pam3: Pam3CSK4, Dusp: dual specificity phosphatase, Mapkk: mitogen‐activated protein kinase kinase, Tirap: Toll‐interleukin 1 receptor (TIR) domain‐containing adaptor protein, CXCL10: C‐X‐C motif chemokine 10

## 4 DISCUSSION

In this study, we demonstrated that C5a modulates the expression of genes involved in the MAPK and TGF‐β pathways, insulin and interferon signalling and the AP‐1 transcription factor in osteoblasts. We further showed that C5aR1 and TLR2 interact in osteoblasts and crosstalk in downstream signalling. The pathways converge on the activation of p38 MAPK, eventually leading to expression of the chemokine CXCL10. To unravel intracellular events following activation of the C5a/C5aR1 axis, we performed whole genome‐covering microarray analyses. Interestingly, we found a C5a‐mediated induction of genes related to insulin signalling and glucose metabolism. Negative insulin regulators were downregulated, while *Gfpt2* expression was upregulated. GFPT2 regulates glucose flux, metabolism, and utilization. It converts fructose‐6‐phosphate to glucosamine‐6‐phosphate and thereby catalyses the rate‐limiting step of the hexosamine biosynthesis pathway (HBP). High glucose flux into the HBP is associated with insulin resistance, impaired glucose tolerance and type 2 diabetes,^30^ effects which could be linked to increased GFPT2 activity.^31^, ^32^ Notably, C5a influences glucose metabolism in neutrophils, leading to increased glucose uptake and glycolysis, thus resembling insulin action in these cells.^33^, ^34^ Moreover, C5aR1 contributes to insulin resistance in an in vivo obesity model.^35^ These data imply that complement, and in particular the C5a/C5aR1 axis, might affect glucose metabolism not only in immune cells but also in osteoblasts. This might be the case particularly under high bone‐turnover conditions, requiring increased energy supply.^36^ Taken together, under inflammatory conditions, C5a might tilt the metabolic balance in osteoblasts, thereby affecting both bone turnover and local and systemic glucose homeostasis. To strengthen the link between complement and glucose metabolism, further investigation is required. C5a‐activated HBP may enhance proteoglycan production, which is important for bone structure and interacts with growth factors present in bone matrix, such as TGF‐β.^37^, ^38^ Interestingly, we found C5a‐induced genes to be involved in the TGF‐β pathway. TGF‐β is released from bone matrix during bone resorption, co‐ordinating bone formation and osteoblast activity. It promotes osteoblast differentiation 39 and migration of osteoblast precursor cells to the bone‐turnover site.^40^ TGF‐β can display pro‐osteoclastogenic actions, even in absence of RANKL,^41^ a finding supporting our hypothesis of a C5a‐mediated stimulation of osteoclastogenesis via osteoblasts. Of note, data on the effects of TGF‐β on osteoclasts are controversially discussed. Depending on the microenvironment and the maturation state of the cells, TGF‐β can also inhibit osteoclast formation and induce osteoclast apoptosis.^42^, ^43^ Interferon‐mediated actions are important to regulate the immune response to microbial and viral infections. Interferon‐γ (IFN‐γ) acts immunomodulatory, but also influences bone metabolism. IFN‐γ can act anabolic on bone and is able to rescue an osteoporotic phenotype.^44^ In addition, IFN‐γ strongly impacts osteoclastogenesis and RANKL signalling.^45^ Here, we found interferon signalling among the top C5a‐regulated pathways, suggesting an effect of C5a on interferons as regulators of both bone and the immune system. Furthermore, components of the AP‐1 transcription factor, namely JunB, c‐Jun and c‐Fos were strongly downregulated by C5a. Reduced AP‐1 activity was found in inflammatory skin disease and arthritis,^46^, ^47^ and therefore, downregulation of *Jun* and *Fos* observed here could possibly contribute to the proinflammatory cell phenotype of osteoblasts after C5a stimulation. In addition to characterizing the C5a/C5aR1 axis in isolation, we were interested in a possible crosstalk with other systems of innate immunity and demonstrated for the first time that the complement and TLR systems interact in bone cells. Both systems are important for early pathogen recognition, and their interplay allows sufficient co‐ordination of early immune responses. Beyond its function in host defence, complement regulates normal tissue homeostasis and regeneration processes, but also contributes to inflammatory diseases, alone or in combination with TLRs.^18^ The role of complement in bone development and regeneration after traumatic injury has been reviewed.^3^, ^4^ Fewer data are available on the impact of TLRs on bone, still, they have been ascribed a clear impact on inflammation and bone resorption in an infectious microenvironment, for example in periodontitis.^48^, ^49^ Of note, C5aR1 is also crucial for the development of periodontal disease, which is frequently accompanied by bone loss and subsequent tooth loss.^10^, ^11^, ^50^ Pharmacological inhibition of C5aR1 reduces periodontal inflammation and can reverse an already established disease.^11^ Crosstalk between TLR2 and C5aR1 promotes periodontal inflammation and concomitant bone loss,^10^, ^11^ and both receptors colocalize in macrophages challenged by the periodontitis keystone pathogen *Porphyromonas gingivalis* (*P. gingivalis*).^10^, ^51^ These data on C5aR1‐TLR2 interactions are mainly derived from immune cells and primarily suggest a modulation of the immune system. It remains unclear whether bone cells themselves can contribute to inflammatory bone conditions, including periodontitis, osteoarthritis and osteomyelitis. The involvement of bone cells might particularly hold true in a primarily locally restricted inflammation of the periodontium, where activated osteoblasts and osteoclasts could influence the inflammatory micromilieu. Therefore, a deeper understanding of osteoblast responses to inflammatory stimuli, mimicked here by the application of C5aR1 and TLR2 ligands, is key to managing inflammatory bone diseases in future. Notably, osteoblasts express both C5aR1 and TLR2,^5^, ^6^, ^52^ thus enabling these cells to react to complement activation and to recognize bacterial components. Here, we found a strong upregulation of TLR2 after osteogenic differentiation (Figure 3A–D), suggesting that TLR2 is crucially involved in osteoblast metabolism. Indeed, studies showed that osteoblasts produce the osteoclast‐stimulator RANKL in response to bacterial‐induced TLR2 activation.^48^, ^53^ Additionally, C5aR1‐mediated effects in osteoblasts involve the induction of RANKL.^5^ However, detailed molecular mechanisms underlying C5aR1 actions in osteoblasts remain unknown. We describe here that C5a activates p38 MAPK in osteoblasts, an intracellular effect also seen upon TLR2 activation using Pam3. Importantly, simultaneous stimulation of both receptors led to an additive effect thereon. Furthermore, genes involved in MAPK signalling were found to be regulated by C5a in the present study. MAPKs are important signalling molecules and known to be activated in a C5a‐dependent manner in neutrophils 54 and macrophages.^55^ This suggests similarities between immune cells and osteoblasts, not only in intracellular signalling but possibly also regarding inflammatory responses. Notably, p38 MAPK was found to be activated in inflammatory diseases associated with bone loss, including rheumatoid arthritis.^56^, ^57^ In a murine model of experimental arthritis, the pharmacological inhibition of p38 MAPK could reverse cartilage and bone destruction.^58^

Osteoblasts are increasingly regarded to act as proinflammatory cells, which produce cytokines, for example, in response to bacterial stimuli.^59^ In this study, we demonstrated that osteoblasts express CXCL10 in response to both C5a and Pam3. CXCL10 attracts mainly neutrophils, macrophages and cytotoxic T cells and is generated by many cell types, including osteoblasts, which express and secrete CXCL10 in response to bacterial challenges, namely by *Salmonella* 60 and *P. gingivalis*.^61^ Moreover, CXCL10 was found to act osteoclastogenic, either directly or indirectly by inducing RANKL expression by T cells and osteoblasts.^20^, ^21^ Furthermore, CXCL10 induction via RANKL was found to crucially contribute to bone destruction at inflamed joint areas during rheumatoid arthritis.^22^, ^62^ Here, we demonstrated that CXCL10 expression and secretion by osteoblasts was significantly enhanced under coactivation of C5aR1 and TLR2 compared to isolated receptor stimulation. Therefore, combined actions of C5aR1 and TLR2 in osteoblasts might modulate the immune system and promote osteoclastogenesis during inflammatory bone conditions. CXCL10 seems to be one out of several osteoclastogenic factors, which are induced by C5aR1‐TLR2 interaction, and CXCL10 could thereby act as an important coupling factor between osteoblasts and osteoclasts. Importantly, CXCR3, the receptor for CXCL10, is expressed by both osteoblasts and osteoclasts,^63^, ^64^ which we confirmed here on gene level. Therefore, osteoclasts are indeed potential target cells of osteoblast‐secreted CXCL10, which could in turn also activate osteoblasts in a feedback loop. The performed osteoclast formation assay did confirm the osteoclastic potential of both CXCL10 alone and C5a‐ and Pam3‐induced osteoblast‐secreted CXCL10. By using a neutralizing antibody against CXCL10, we showed that the osteoclastogenic effect mediated by the applied osteoblast conditioned media was significantly reduced, however, not completely abolished. These findings indicate that CXCL10 is a crucial, but probably not the only osteoclastogenic factor induced by C5aR1 and TLR2 activation.

A limitation of this study is that we focused on C5aR1‐mediated effects and did not entirely distinguish between the effects of the two receptors for C5a, C5aR1, and C5aR2. In a recent in vivo study, we demonstrated that the lack of C5aR1 or C5aR2 differentially affected bone cells and the early inflammatory phase of fracture healing.^8^ Therefore, further studies are required, dissecting C5aR1‐ from C5aR2‐mediated effects in osteoblasts, to enable tailored C5a receptor‐modulation under inflammatory bone conditions in future.

In summary, we demonstrated the interaction of C5aR1 and TLR2 in osteoblasts, not only physically but also functionally regarding downstream signalling and target genes, including the immune cell chemoattractant and osteoclastogenic mediator CXCL10. By inducing CXCL10, osteoblasts possibly contribute to inflammation and bone resorption during infectious conditions of the bone. Therefore, C5aR1, TLR2, and CXCL10 provide potential targets for therapeutic interventions in treating and controlling bone infections. Caution has to be exercised, however, when therapeutically manipulating C5aR1, as proper bone regeneration requires a tight control of receptor activity and a balance between its negative and positive effects on bone healing.^65^ Future in vivo investigations modelling infectious bone disease are required to corroborate the involvement and interaction of C5aR1 and TLR2 in bone inflammation, as suggested in this in vitro study.

## CONFLICT OF INTEREST

The authors confirm that there are no conflicts of interest.

## AUTHOR CONTRIBUTIONS

YM: research design, data acquisition, data analysis and interpretation, manuscript preparation; AR: data interpretation and revision of the manuscript; JP and KH: data analysis and interpretation; AK, MHL, and MHL: data interpretation, scientific discussions; AI: research design, data interpretation, manuscript preparation. All authors reviewed and approved the final version of the manuscript.

## Supporting information

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

# Supplementary material for: C5aR1 interacts with TLR2 in osteoblasts and stimulates the osteoclast‐inducing chemokine CXCL10
**Source:** J Cell Mol Med. 2018 Sep 24;22(12):6002–14. doi: 10.1111/jcmm.13873
**Supplement:** Supplementary file 3

**Supporting Information**

**Tables**

**Table S1: Primer sequences**

| **Target Gene** | **Forward Primer Sequence (5'–3')** | **Reverse Primer Sequence (5'–3')** |
| --- | --- | --- |
| *Cxcl10* | GGA TCC CTC TCG CAA GGA | ATC GTG GCA ATG ATC TCAA CA |
| *C5ar1* | GGC CAT CCT GCG GCT GAT GG | GCC TTG CGA CTC CAG GTC CG |
| *Dusp1* | CTT CCG AGA AGC GTG ATA GG | TGC AGC TCC TGT AGT ACC CC |
| *Dusp5* | ACC CAG AAG ACT GTG GAT GG | GGA TGC AGG GAT GAT GTT CT |
| *Fos* | CCA GTC AAG AGC ATC AGC AA | ATG ATG CCG GAA ACA AGA AG |
| *Gapdh* | ACC CAG AAG ACT GTG GAT GG | GGA TGC AGG GAT GAT GTT CT |
| *Gfpt2* | ATG TGC GGA ATC TTT GCC TAC | AGA CCC CTG ATA AGG GTT TCG |
| *Grb14* | TAG AAA GAA CCG TAG AGG ACC AC | CAC CAT GTG CTC TGG AAA GAA |
| *Jun* | AAA ACC TTG AAA GCG CAA AA | GCT TAA GCT GTG CCA CCT GT |
| *Mapk6* | TGG GGC TGA AAG TCA GAA TC | AAC GAC ATG ACT GAG CCA CA |
| *Map2k3* | GGT GTG GGG TTG GAC ACA | CAG CTT GCC TCA GAC CAA A |
| *Socs3* | TGC GCC TCA AGA CCT TCA G | GCT CCA GTA GAA TCC GCT CTC |
| *Tgfbi* | ATT TGA GAG CGG AAG AGC TG | ACC AGA GGA AGA TCT GCG G |
| *Tgfbr1* | AGA CCA TCT GTC TCA CAG GTA AAA | CTC CTC ATC GTG TTG GTG G |
| *Tgfb1* | CAA CCC AGG TCC TTC CTA AA | GGA GAG CCC TGG ATA CCA AC |
| *Tirap* | CCA TGG CCT TCA ACA GTC TT | ACC AAG CCA CTT TTC ACA GG |
| *Tlr2* | AGA GGA CTG TTA TGG CCA CC | AGC ATC CGA ATT GCA TCA CC |

*Cxcl10: C-X-C motif chemokine 10, C5ar1: Complement component 5a receptor 1, Dusp1: Dual specificity phosphatase 1, Dusp5: Dual specificity phosphatase 5, Fos: Fos Proto-Oncogene, AP-1 Transcription Factor Subunit, Gapdh: Glyceraldehyde-3-phosphate dehydrogenase, Gfpt2: Glutamine-Fructose-6-Phosphate Transaminase 2, Grb14: Growth factor receptor-bound protein 14, Jun: Jun Proto-Oncogene, AP-1 Transcription Factor Subunit, Mapk6: Mitogen-activated protein kinase 6, Map2k3: Mitogen-activated protein kinase kinase 3, Socs3: Suppressor of cytokine signaling 3, Tgfbi: Transforming growth factor beta induced, Tgfbr1: Transforming growth factor beta receptor 1, Tgfb1: Transforming growth factor beta, Tirap: Toll-interleukin 1 receptor (TIR) domain-containing adaptor protein, Tlr2: Toll-like receptor 2.*

**Table S2. Top 20 regulated pathways upon C5a treatment in osteoblasts.**

| **Order** | **Pathway** | **Genes Up** | **Genes Down** | **Significance** | **p-value** |
| --- | --- | --- | --- | --- | --- |
| 1 | Insulin signaling | 8 | 12 | 9.48 | <1×10^-6^ |
| 2 | TGF-beta receptor signaling | 9 | 8 | 7.47 | <1×10^-6^ |
| 3 | TGF-beta signaling | 6 | 4 | 6.8 | <1×10^-6^ |
| 4 | MAPK signaling | 6 | 10 | 6.39 | <1×10^-6^ |
| 5 | MAPK signaling | 6 | 10 | 5.99 | 1×10^-6^ |
| 6 | ESC pluripotency pathways | 7 | 6 | 5.72 | 2×10^-6^ |
| 7 | Adipogenesis genes | 5 | 8 | 5.14 | 7×10^-6^ |
| 8 | Type II interferon signaling | 0 | 7 | 5.14 | 7×10^-6^ |
| 9 | Spinal cord injury | 5 | 6 | 4.88 | 1×10^-5^ |
| 10 | Endochondral ossification | 6 | 2 | 4.23 | 6×10^-5^ |
| 11 | p38 MAPK signaling | 2 | 4 | 4.08 | 8×10^-5^ |
| 12 | Podocyte protein interactions | 24 | 11 | 3.57 | 3×10^-4^ |
| 13 | Il-6 signaling pathway | 1 | 8 | 3.5 | 3×10^-4^ |
| 14 | Oxidative stress | 3 | 2 | 3.4 | 4×10^-4^ |
| 15 | EGFR1 signaling pathway | 4 | 8 | 3.29 | 5×10^-4^ |
| 16 | Toll-like receptor signaling | 2 | 6 | 2.89 | 1×10^-3^ |
| 17 | IL-2 signaling pathway | 2 | 5 | 2.87 | 1×10^-3^ |
| 18 | IL-3 signaling pathway | 4 | 4 | 2.8 | 2×10^-3^ |
| 19 | Regulation of actin cytoskeleton | 6 | 4 | 2.74 | 2×10^-3^ |
| 20 | B cell receptor signaling | 4 | 6 | 2.64 | 2×10^-3^ |

**Table S3. Top 20 upregulated probesets upon C5a treatment in osteoblasts, representing respective genes**

| **Gene** | **Description** | **GenBank*** | **p-value** | **FC MA^#^** |
| --- | --- | --- | --- | --- |
| *Ngf*  *Itga5* | Nerve growth factor  Integrin alpha 5 | NM_001112698  NM_010577 | 3.3×10^-3^  2.3×10^-3^ | 7.0 |
|  |  |  |  | 5.4 |
| *Tgfbi* | Transforming growth factor beta induced | NM_009369 | 3.4×10^-3^ | 4.9 |
| *Gm7265* | Predicted gene 7265 | AK087684 | 7.1×10^-3^ | 4.5 |
| *Inhba* | Inhibin beta-A | NM_008380 | 1.3×10^-2^ | 4.5 |
| *Gfpt2* | Glutamine fructose-6-phosphate transaminase 2 | NM_013529 | 1.9×10^-3^ | 4.3 |
| *Nfatc2* | Nuclear factor of activated T cells 2 | NM_001037177 | 9.4×10^-3^ | 4.2 |
| *Mical2* | Microtubule associated monooxygenase 2 | NM_001193305 | 1.2×10^-2^ | 4.1 |
| *Il1rl1* | Interleukin 1 receptor-like 1 | NM_001025602 | 1.8×10^-2^ | 4.1 |
| *Pmepa1* | Prostate transmembrane protein 1 | NM_022995 | 2.8×10^-2^ | 4.1 |
| *Flnc* | Filamin C, gamma | NM_001081185 | 1.3×10^-2^ | 3.9 |
| *Chst11* | Carbohydrate sulfotransferase 11 | NM_021439 | 6.6×10^-3^ | 3.9 |
| *Gjb4* | Gap junction protein, beta 4 | NM_008127 | 3.5×10^-2^ | 3.9 |
| *Gjb3* | Gap junction protein, beta 3 | NM_001160012 | 2.2×10^-2^ | 3.7 |
| *Gprc5a* | G protein-coupled receptor, family C, 5A | NM_181444 | 4.8×10^-4^ | 3.6 |
| *Clcf1* | Cardiotrophin-like cytokine factor 1 | AK166218 | 1.1×10^-2^ | 3.5 |
| *Srxn1* | Sulfiredoxin 1 homolog | NM_029688 | 9.4×10^-3^ | 3.5 |
| *Txnrd1* | Thioredoxin reductase 1 | NM_001041513 | 1.4×10^-3^ | 3.5 |
| *Cspg4* | Chondroitin sulfate proteoglycan 4 | NM_139001 | 4.9×10^-3^ | 3.3 |
| *Ttc9* | Tertatricopeptide repeat domain 9 | NM_001033149 | 1.1×10^-2^ | 3.2 |

**Table S4. Top 20 downregulated probesets upon C5a treatment in osteoblasts, representing respective genes**

| **Gene** | **Description** | **GenBank*** | **p-value** | **FC MA^#^** |
| --- | --- | --- | --- | --- |
| *Fos* | FBJ osteosarcoma oncogene | NM_010234 | 1×10^-5^ | 28.6 |
| *Nr4a1* | Nuclear receptor subfamily 4, a1 | NM_010444 | 7.5×10^-3^ | 14.5 |
| *Ier2* | Immediate early response 2 | NM_010499 | 3.4×10^-3^ | 13.9 |
| *Fosb* | FBJ osteosarcoma oncogene B | NM_008036 | 5.2×10^-3^ | 12.4 |
| *Egr2* | Early growth response 2 | NM_010118 | 2.1×10^-4^ | 10.6 |
| *Zfp36* | Zink finger protein 36 | NM_011756 | 1×10^-4^ | 9.1 |
| *Btg2* | B cell translocation gene 2 | NM_007570 | 1.6×10^-4^ | 9.1 |
| *Kcne4* | Potassium voltage-gated channel 4 | NM_021342 | 1×10^-2^ | 6.7 |
| *Hpgd* | Hydroxyprostaglandin dehydrogenase 15 | NM_008278 | 3×10^-2^ | 6.2 |
| *Adamts1* | A disintegrin-like and metallopeptidase with trombospondin type 1, motif 1 | NM_009621 | 1.5×10^-2^ | 5.3 |
| *Mir145a* | microRNA 145a | NR_029557 | 1×10^-2^ | 4.6 |
| *Dusp1* | Dual specificity phosphatase 1 | NM_013642 | 1.9×10^-2^ | 4.4 |
| *Ier3* | Immediate early response 3 | NM_133662 | 1.1×10^-2^ | 4.2 |
| *Junb* | Jun B proto-oncogene | NM_008416 | 2.4×10^-3^ | 4.0 |
| *Dusp5* | Dual specificity phosphatase 5 | NM_001085390 | 8.4×10^-3^ | 3.6 |
| *Otud1* | OUT domain containing 1 | NM_027715 | 7.6×10^-3^ | 3.7 |
| *Egr1* | Early growth response 1 | NM_007913 | 8.9×10^-3^ | 3.6 |
| *Dnajb1* | Dnaj (Hsp40) homolog, B1 | NM_018808 | 1.9×10^-3^ | 3.5 |
| *Dbp* | D site albumin promoter binding protein | NM_016974 | 1.4×10^-3^ | 3.5 |

**Figure legends**

***Fig. S1: C5aR1 and TLR2 expression upon reciprocal receptor stimulation.***

*C5aR1 (****A****) and TLR2 (****B****) protein expression in unstimulated and 24 h-stimulated osteoblasts with Pam3 (****A****) or C5a* *(****B****). C5ar1 and Tlr2 gene expression of 6 h-stimulated osteoblasts with Pam3 and C5a (****C****). Pam3: Pam3CSK4.*

***Fig. S2. Correlation between microarray and RT-PCR analyses.***

*Correlation between microarray and RT-PCR analyses* *regarding the logarithmic fold change (FC) of gene expression values derived from comparison of unstimulated with C5a-stimulated cells. RT-PCR: Reverse-transcription PCR.*

How the deposited data were processed for this re-analysis (not part of the article)

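Gene expression was measured in primary osteoblasts of 3 wild-type mice, differentiated for 14 days and left unstimulated or stimulated with 100 ng/ml C5a for 4 h, with 1 array per culture and 6 arrays in all. The paper states passage 2, and the sample labels state passage 2 to 3. The authors analysed the images in Affymetrix Expression Console and BRB-ArrayTools, normalized the arrays by the robust multiarray average and deposited log2 intensity summaries per probeset, without centring per gene. The versions of these programs, and whether other arrays were normalized together with these 6, are not stated in the paper's text. All 6 columns of the value table were used. The cultures stimulated for the shorter time that the methods name are not analysed here. Some results are not reported here.

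From the deposited log2 values, all 35556 probesets were compared between the groups with limma (version 3.58.1 in R 4.3.3), by lmFit and eBayes without further normalization or filter, and p-values were adjusted by the method of Benjamini and Hochberg. Probesets were named through the platform annotation. Of the probesets naming 1 gene, 21698 of 21789 have an Entrez Gene ID that the gene table of the mouse genome holds, and 0 symbols needed an update. These probesets name 19938 genes, and for the 999 genes with more than 1 of them the probeset with the highest mean was used. Probesets that name several genes or none entered the tests but were not named. The thresholds of the methods, p under 0.05 and a fold change written there as at most 1.5, were read as a fold change of at least 1.5. The methods' t-test was taken as the form with equal variances and without pairing.

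The mouse number pairs the cultures, since the labels give the same 3 numbers in both groups as the numbers of the animals. The deviations from the group means correlated between the 2 cultures of a mouse at 0.495 to 0.684, and between cultures of different mice at -0.446 to -0.035. Without the pairing the spread between mice stays in the error of the test, and the fit with the mouse as a block is given where it changes a result. When 1 array of a mouse is left out, the level of that mouse also enters the fold change.

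Before the data were examined, 31 gene lists were fixed, with 732 entries of which 678 were measured: insulin signalling, hexosamine pathway and O-GlcNAc, glucose uptake and glycolysis, TGF-β and activin pathway components, TGF-β target genes, MAPK cascade kinases, negative regulators of MAPK signalling, AP-1 subunits and partners, other immediate early genes, delayed early growth factor response, SRF and MRTF cytoskeletal targets, NRF2 antioxidant targets, type I interferon response, type II interferon signalling, interferon production, Toll-like receptor signalling, chemokines and inflammatory cytokines, NF-κB targets, osteoblast to osteoclast factors, complement components and receptors, osteoblast and osteocyte markers, proteoglycan synthesis and core proteins, heat shock chaperones, ATF4 and unfolded protein response, circadian clock, cell cycle, and markers of macrophages and osteoclasts, endothelium, adipocytes, chondrocytes, and smooth muscle and pericytes. Several follow processes that the paper reports from these same arrays, and several were written with Table 2, Table S3 and Table S4 seen. Each list was tested against the other genes by camera with a preset correlation of 0.01 between genes, adjusted over the lists. Individual genes are named by a rule fixed at the same time: the genes that the paper's results or these tables name, whose values there were seen; up to 10 genes per direction past the adjusted threshold that moved the same way in all mice; up to 4 measured genes per list with the smallest p; and C5ar1, C5ar2, Tlr2, Tirap, Cxcl10, Cxcr3, Tgfb1, Tnfsf11 and Il6. A gene outside the rule is marked as named after its value was seen.

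The steps were tested on simulated arrays of 35556 probesets, 3 against 3, drawn with the spread that limma estimates here and with no difference between mice. Among probesets simulated without a change, 4 passed the adjusted threshold of limma, and 328 passed the thresholds of the methods with limma and 174 with the methods' t-test. With the mouse as a block, limma recovered 0, 5, 42 and 43 of 50 probesets changed 1.5-fold, 2-fold, 4-fold and 8-fold.

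The correlation with RT-PCR used the paper's RT-PCR fold changes of Table 2 on the log2 scale and 100000 resamples. Clustering used average linkage on 1 minus Pearson's r. The alternatives set beforehand were the mouse as a block, the methods' t-test and its Welch and paired forms, a variance trend with robust estimation, a filter at the 40th percentile of mean values, probesets naming 1 gene only, median centring, quantile normalization, leaving out each array and each mouse, camera with an estimated correlation, fry, the probeset with the largest spread per gene, other sets of genes for the RT-PCR correlation, and clustering on the 1000 most variable probesets. Chosen after the data were seen were the exclusion of 6617 probesets whose numbers lie below the first probeset that names a gene, gene lists without members in the paper's tables, and a one-sided Fisher's exact test per list. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.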

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

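Of the tests of explanations here, those on the immediate early genes and on mouse 5 were chosen only after the results were seen, and the counts over other splits of the arrays were planned. The following signals are higher with C5a than in the unstimulated arrays. The paper's results name neither Ugdh nor these groups of genes, though some members stand in Table S3 and Table S2 ranks oxidative stress and the actin cytoskeleton. Ugdh had a log2 fold change of 1.27 and was higher in 3 of 3 mice. It passed the adjusted threshold with limma (adjusted p = 0.0354), but not with the mouse as a block (0.0704), with quantile normalization (0.0627), without any 1 array (0.0584 to 0.294) or without any mouse (0.297 to 0.693). The delayed early genes of the growth factor response had a median log2 fold change of 0.30, the cytoskeletal targets of SRF and MRTF of 0.35, the NRF2 antioxidant targets of 0.26 and the smooth muscle and pericyte markers of 0.12. Each of these lists was higher by camera, the last at an adjusted p of 0.0448, and none with an estimated correlation (0.753 for the last). The first 3 kept the call without each array and each mouse, but the delayed early genes lost it without their 4 members in Table S3 (0.176). Of the 12 smooth muscle and pericyte markers 0 passed over all probesets and 0 adjusted over the list alone, or 5 higher with the mouse as a block. Their call was lost without mouse 4 (0.385), without the unstimulated array of mouse 2 or mouse 4 (0.172 and 0.0701), without the C5a array of mouse 4 or mouse 5 (0.255 and 0.0898) and without their member in Table S3 (0.149). Some of them, such as Tagln and Cnn1, are also SRF targets in the other list, and osteoblast cultures can express them.

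The 6 arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.05. At an adjusted p under 0.05 the real split gave 5 probesets and the highest of the other splits gave 0, so that 1 of the 10 splits gave as many. At the thresholds of the methods the real split gave 923 and the highest other 905, again 1 of 10. Camera called 11 lists for the real split and up to 15 for another, and 3 of 10 splits gave as many. The other splits differ in how many mice they part. The splits with 905 probesets and with 15 lists part 1 mouse only and set the arrays of mouse 5 together on 1 side. Of the 4 splits that part all 3 mice, as the real one does, the others gave 42 to 113 probesets at the thresholds of the methods and 3 to 9 lists.

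The list of immediate early genes other than AP-1 subunits was lower with C5a by camera, with a median log2 fold change of -0.50, but not with an estimated correlation (adjusted p = 0.602) and not by fry (0.172). Of its 39 genes 30 had values below 0 and 9 above, and 18 did not pass adjusted over the list alone. A response to C5a itself was not separated from the following alternatives by these arrays. A candidate explanation is that the wells were handled unequally before lysis. The unstimulated cells had Fos at 11.59, at the 97.8th to 98.2nd percentile, which is a high level, and the list was lower in each mouse. Handling and C5a share the same groups, so that they cannot be told apart. Another is that macrophages in the cultures of mice 2 and 4 carry the change. In mouse 5, whose macrophage transcripts were low, the median change was -0.38, against -0.55 and -0.96 in mice 2 and 4. Single genes differed in this. In mice 2, 4 and 5 the change was -4.71, -5.02 and -4.78 for Fos and -3.44, -3.95 and -4.0 for Ier2. It was -3.24, -3.04 and -3.29 for Zfp36 and -2.97, -3.57 and -3.12 for Btg2. The change was smallest in mouse 5 for Nr4a1 (-4.74, -4.55 and -2.28), Fosb (-3.94, -4.74 and -2.18) and Egr2 (-3.19, -4.12 and -2.91). Fos and Fosb are AP-1 subunits and stand outside this list. Unstimulated Fos was 11.75, 11.58 and 11.44. The genes named are some of those with large changes, and only 1 mouse had low macrophage transcripts, so that this stays open.

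The C5ar1 signal was low in mouse 5, where it dropped by 3.40 against the other mice on the log2 scale. Macrophages in the cultures of mice 2 and 4 may be its source, since the 18 macrophage and osteoclast markers had a median difference of -2.33 between mouse 5 and the other mice, with Cd68 at 6.64 against 11.0 and 11.4 and Lyz2 at 9.01 against 12.9 and 13.1. Less mature osteoblasts in the culture of mouse 5 could also give it, since the 19 osteoblast and osteocyte markers had a median difference of -0.57, with Ibsp at 7.29 against 11.5 and 12.7. The 2 groups of markers were low in the same mouse and cannot be told apart. No sort that would remove macrophages is named in the paper's text. Over all genes, 109 were lower and 18 higher in mouse 5 by at least 2 on the log2 scale.

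The change between the groups was present in mouse 5. If it followed the level of C5ar1 transcript, mouse 5 would change less than the others. The change shared between the mice, estimated over 19938 genes, was 1.11 times as large in mouse 5 as in mouse 4 (95% interval over resampled genes 1.06 to 1.17), and 0.634 times as large as in mouse 2 (0.604 to 0.659). The interval covers the choice of genes and not the difference between animals, and with 1 mouse of low C5ar1 these values cannot tell whether the change follows the transcript. Receptor protein was not measured on these cultures.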

How the results depend on the processing

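The exclusion of low-numbered probesets, the lists without tabled members and the Fisher test were chosen after the data were seen. The count of probesets past the adjusted threshold was 5. It was 0 with the methods' t-test, 0 with its Welch form and 0 with its paired form, and 0 with the methods' t-test without the low-numbered probesets. These are tests without a spread shared across probesets, and 3898 probesets had an unadjusted p under 0.05 with limma. Without 1 array or 1 mouse the count was 0 to 2, where fewer arrays entered the test. It was 4 with the mouse as a replicate block, 3 of them shared, and 4 to 7 under the scalings, the filters and the variance model. Under these, 4 of the 5 genes kept their call, and Ugdh lost it with quantile normalization. Of 18 alternatives per gene, Fos kept its call in 11, Btg2 in 7, Zfp36 in 6, Egr2 in 5 and Ugdh in 4. Ier2 gained a call in 5.

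At the thresholds of the methods the count of 923 was 510 with the Welch form and 517 with the paired form of the methods' t-test, and 607 with the methods' t-test without the low-numbered probesets; the cause was not tested. The split into higher and lower ones was 226 and 291 in the paired form. Without 1 array or 1 mouse the count ran from 587 to 1314, with 587 without mouse 2. The mouse as a block gave 1166. Scaling changed little, with medians of the log2 fold changes of 0.00699 as deposited, 0.00131 after median centring and -0.00466 after quantile normalization, and a share of higher probesets of 56.7%, 55.5% and 59.1%.

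Of the gene lists 11 were called by camera. The number was 0 with an estimated correlation, 0 with an estimated correlation and the mouse as a block, 0 with fry and 0 with fry and the block. It was 7 without the members in the tables, 9 to 17 without 1 array or 1 mouse, with 17 without mouse 5, and 8 to 15 otherwise. The estimated correlation between the genes of a list reached 0.799, and how much of it comes from the differences between mice was not tested. For the macrophage and osteoclast markers camera gave an adjusted p of 0.820, pointing upward, and of 0.0717 to 0.983 without 1 array, and it called them lower without mouse 5 (0.0312). Without mouse 5 the complement list also passed (0.0133). The type II interferon list was also lost with median centring (0.0501), quantile normalization (0.0561), the methods' t-test (0.0746), its Welch (0.0951) and paired forms (0.0628) and without its tabled member (0.107). The smooth muscle list was also lost with quantile normalization (0.0555), the methods' t-test (0.0955), its Welch (0.107) and paired forms (0.127) and the Fisher test with the methods' t-test (0.397). The AP-1 and ATF4 lists were also lost with the paired form (0.127 each).

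Apart from Ugdh, Egr2, Ier2 and the cell cycle list, the mouse as a block changed no call over all probesets for a named gene and no call of a list by camera. It changed the counts adjusted over the list alone that are given beside the results, and those of the ATF4 list (1 higher and 6 lower), the heat shock list (4 and 2), the proteoglycan list (3 and 0) and the other immediate early genes (1 and 21). In fry's test of either direction it took the call from MAPK cascade kinases (0.0728) and the SRF and MRTF targets (0.0565), and called the lists of Toll-like receptors (0.0265), chemokines (0.00353), NF-κB targets (0.0168) and adipocyte markers (0.0217). R squared stayed between 0.937 and 0.969 under the alternatives set beforehand, and was 0.921 without the 2 genes farthest from the median and 0.533 among the 5 higher genes alone. Clustering joined the arrays of 2 mice directly over all probesets and those of 3 mice over the 1000 most variable ones; the cause was not tested. No named gene past the threshold changed direction. Of 142 named genes 10 had a value that crossed 0 under an alternative, none of them past the threshold, among them C5ar1 (-1.36 to 0.91) and Cxcl10 (-0.55 to 0.39). Background was not given with the values, so that signal over background could not be assessed.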

Differences from the paper's values

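At the thresholds of the methods, limma gave 923 probesets and the paper reports 606. With a gene, 775 passed against the paper's 472, with 414 higher against the paper's 241 and 361 lower against the paper's 231. Of the alternatives set before the data were examined, the methods' t-test gave counts within 1.5 times the paper's, 665 for all, 561 with a gene, 302 higher and 259 lower, and so did its Welch form with 510, 424, 214 and 210 and its paired form with 517, 456, 186 and 270. Without mouse 2 the counts were 587, 448, 210 and 238, without its unstimulated array 816, 659, 315 and 344, and without its C5a array 701, 570, 297 and 273, which are also within 1.5 times. For some counts only, the 40th percentile filter (881 in all), probesets naming 1 gene (746 in all and 342 lower), quantile normalization (336 lower) and leaving out mouse 5 (358 higher) came within 1.5 times. The mouse as a block, the variance model, median centring, leaving out mouse 4 and leaving out any array of mouse 4 or mouse 5 did not. Without the low-numbered probesets limma gave 837 in all, and the methods' t-test gave 607 against the paper's 606. This exclusion was chosen after seeing the values, while other exclusions were also looked at for the difference. By definition, no probeset that it removes names a gene. It therefore could not drop a gene of Table 2, Table S3 or Table S4. The 561 probesets with a gene by the methods' t-test could not change either.

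Of 49 fold changes in these tables, 47 lie within 5% of those computed here and 0 differ by more than 1.5 times. For Socs3 the paper's fold change is 1.9 and that of the probeset used here is 2.52, and that of the other probeset is 1.88. For Dusp5 the paper gives 3.9 in Table 2 and 3.6 in Table S4, and the arrays give 3.88. Of 49 p-values, 4 differ by more than 1.5 times from those of the methods' t-test, which was run for all of them. For Ier2 the paper's is 3.4e-03 and the arrays give 3.42e-04. For Dbp the paper's is 1.4e-03 and the arrays give 0.0137. For Cspg4 the paper's is 4.9e-03 and the arrays give 0.0486. For Socs3 the paper's is 7.8e-03 and the arrays give 0.0121, and for its other probeset 0.00779.

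The paper ranks insulin, MAPK and Toll-like receptor signalling among its leading pathways and places insulin signalling and MAPK activation among upregulated genes. Here none of these 3 lists was called by camera (adjusted p = 0.326, 0.348 and 0.689), and the insulin list had 21 of 31 values below 0, with 1 higher and 4 lower genes at the study's thresholds. Table 1 of the paper also counts more lower than higher genes for insulin signalling. Fry's test of changes in either direction did call insulin signalling and MAPK cascade kinases (adjusted p = 5.51e-04 and 0.00568). The Fisher test called the insulin list with limma (0.0102) but not with the methods' t-test (0.0870). It called the MAPK kinases with the methods' t-test (0.0269) but not with limma (0.0582). Camera called the insulin list without the C5a array of mouse 5 (0.0442) and the MAPK kinases without mouse 4 (0.0164). With the mouse as a block, fry's test of either direction kept insulin signalling (0.00436), lost MAPK cascade kinases (0.0728) and called the Toll-like receptor list (0.0265, against 0.311 without the block). In the other settings the Toll-like receptor list was not called, with adjusted p from 0.0620 to 0.981. The paper's lists of genes are those of its pathway program and differ from these.

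The paper reports interferon production among the downregulated genes, and that list was not called by camera here (adjusted p = 0.264). Camera did call it without mouse 5 (0.0133) and without the unstimulated array of mouse 5 (0.00131). The Fisher test called it with limma (0.0496), though not with the methods' t-test (0.133). By fry's test of changes in either direction the list was called (0.00478, and 0.0133 with the mouse as a block). The p-value that the paper gives for Toll-like receptor signalling in Table 1 is larger than in Table S2 for the same significance. The R squared between array and RT-PCR values is 0.957 in the paper and 0.965 here. In the primer list of Table S1, Dusp5 and Gapdh share their sequences. The paper refers to Table S3 for Ier2, Ier3 and Egr2, which stand in Table S4. In Fig. 4 the paper shows a higher Cxcl10 by RT-PCR after 4 h of C5a. What it states of Cxcl10 on arrays concerns the shorter stimulation, whose arrays are not analysed here. On the 4 h arrays Cxcl10 had a log2 fold change of -0.10 (standard error 0.52, adjusted p = 0.984 from limma) and was higher in 1 of 3 mice. This value was 0.39 without mouse 4 and -0.55 without mouse 2.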

Other observations

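Several further lists were not called by camera. Of 17 osteoblast to osteoclast factors 0 passed limma over all probesets, and 2 were higher and 0 lower adjusted over the list alone, or 2 and 3 with the mouse as a block. Their median log2 fold change was -0.17, where camera pointed upward (adjusted p = 0.943, and 0.981 with an estimated correlation). Fry's test of changes in either direction called the list (0.00151, and 0.00928 with the mouse as a block). Ptges, a prostaglandin E synthase, had a log2 fold change of 0.47 (adjusted p = 0.152) and Tnfsf11, which encodes RANKL, of -0.17 (adjusted p = 0.866). Tnfsf11 had 0.07 without mouse 5. Il6 had -0.61 (standard error 0.88, adjusted p = 0.918), with -1.41 without mouse 2 and 0.14 without the unstimulated array of mouse 5. Cxcr3 had 0.04 (standard error 0.09, adjusted p = 0.946). Its value was -0.0113 without the unstimulated array of mouse 4 and -0.00841 without the C5a array of mouse 2.

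Of 18 complement components and receptors 0 passed over all probesets and 0 adjusted over the list alone, or 1 lower with the mouse as a block (camera, adjusted p = 0.706, median log2 fold change -0.10, and 0.971 with an estimated correlation). Of 19 osteoblast and osteocyte markers 0 passed over all probesets, and 0 were higher and 1 lower, Cdh11 with -0.63 (adjusted p over all probesets = 0.177), adjusted over the list alone, or 0 and 0 with the mouse as a block (camera, adjusted p = 0.722, median -0.02, and 0.981 with an estimated correlation). Of 26 genes of the cell cycle 21 had values below 0, with a median of -0.14. None passed over all probesets or adjusted over the list alone, and 2 were lower with the mouse as a block. Camera gave an adjusted p of 0.381, of 0.981 with an estimated correlation, of 0.0176 with the mouse as a block, of 0.0434 with the paired form of the methods' t-test, of 0.00114 without the unstimulated array of mouse 5, of 0.00264 without the C5a array of mouse 4 and of 0.0461 without mouse 5.

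Among the markers of other cell types, 0 of 18 for macrophages and osteoclasts, 0 of 11 for endothelium, 0 of 10 for adipocytes and 0 of 9 for chondrocytes passed over all probesets, and 0 adjusted over each list alone, or 1, 0, 1 and 1 with the mouse as a block, all lower. The medians were -0.13, -0.02, -0.13 and -0.06 (camera, adjusted p = 0.820, 0.984, 0.820 and 0.722, and 0.981, 0.990, 0.981 and 0.971 with an estimated correlation). For the macrophage and osteoclast markers and the endothelial markers camera pointed upward while the median was below 0. The median change of the macrophage and osteoclast markers was -0.29 in mouse 2, -0.26 in mouse 4 and 0.11 in mouse 5.

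Over 19938 genes, the change from unstimulated to C5a correlated between mice at r = 0.634 for mice 2 and 4, 0.665 for mice 2 and 5 and 0.509 for mice 4 and 5 (rho = 0.457, 0.493 and 0.344). These are correlations across genes, which are not independent replicates.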
